# Local chromatin context regulates the genetic requirements of the heterochromatin spreading reaction

**DOI:** 10.1371/journal.pgen.1010201

**Published:** 2022-05-18

**Authors:** R. A. Greenstein, Henry Ng, Ramon R. Barrales, Catherine Tan, Sigurd Braun, Bassem Al-Sady

## Abstract

Heterochromatin spreading, the expansion of repressive chromatin structure from sequence-specific nucleation sites, is critical for stable gene silencing. Spreading re-establishes gene-poor constitutive heterochromatin across cell cycles but can also invade gene-rich euchromatin *de novo* to steer cell fate decisions. How chromatin context (i.e. euchromatic, heterochromatic) or different nucleation pathways influence heterochromatin spreading remains poorly understood. Previously, we developed a single-cell sensor in fission yeast that can separately record heterochromatic gene silencing at nucleation sequences and distal sites. Here we couple our quantitative assay to a genetic screen to identify genes encoding nuclear factors linked to the regulation of heterochromatin nucleation and the distal spreading of gene silencing. We find that mechanisms underlying gene silencing distal to a nucleation site differ by chromatin context. For example, Clr6 histone deacetylase complexes containing the Fkh2 transcription factor are specifically required for heterochromatin spreading at constitutive sites. Fkh2 recruits Clr6 to nucleation-distal chromatin sites in such contexts. In addition, we find that a number of chromatin remodeling complexes antagonize nucleation-distal gene silencing. Our results separate the regulation of heterochromatic gene silencing at nucleation versus distal sites and show that it is controlled by context-dependent mechanisms. The results of our genetic analysis constitute a broad community resource that will support further analysis of the mechanisms underlying the spread of epigenetic silencing along chromatin.

## Author summary

Repressive structures, or heterochromatin, are seeded at specific genome sequences and then “spread” to silence nearby chromosomal regions. While much is known about the factors that seed heterochromatin, the genetic requirements for spreading are less clear. We devised a fission yeast single-cell method to examine how gene silencing is propagated by the heterochromatin spreading process specifically. Here we use this platform to ask if specific genes are required for the spreading process and whether the same or different genes direct spreading from different chromosomal seeding sites. We find a significant number of genes that specifically promote or antagonize the heterochromatin spreading process. However, different genes are required to enact spreading from different seeding sites. These results have potential implications for cell fate specification, where genes are newly silenced by heterochromatin spreading from diverse chromosomal sites. In a central finding, we show that the Clr6 protein complex, which removes chromatin marks linked to active genes, associates with the Forkhead 2 transcription factor to promote spreading of silencing structures from seeding sites at numerous chromosomal loci. In contrast, we show that proteins that remodel chromatin antagonize the spreading of gene silencing.

## Introduction

Cellular differentiation requires stabilizing gene expression such that genes coding for lineage-inappropriate information are repressed while genes required for specific cell states are active. Spatial and temporal stabilization of repressive gene states is dependent on the formation and propagation of heterochromatin structures. Heterochromatin is most commonly seeded by DNA sequence-directed nucleation [1,2] and then propagated distally in a sequence-independent process termed spreading to silence genes in neighboring regions. Heterochromatin structures are associated with chromatin marks, such as histone 3 lysine 9 methylation (H3K9me), which are recognized by “readers” that include Heterochromatin Protein 1 (HP1)[3,4]. In some cases, the heterochromatic state then restricts transcription directly through exclusion of RNA polymerase via histone deacetylases (HDACs) [5]. Alternatively, or in parallel, RNA processing pathways promote silencing downstream of heterochromatin assembly [6,7].

The spreading of heterochromatin, and thus gene silencing distal to the nucleation site (nucleation-distal silencing) occurs in at least two very different chromatin contexts: 1. Constitutive heterochromatin, which is generally gene-poor and therefore depleted of activities associated with active genes known to antagonize heterochromatin [8,9]; or 2. heterochromatin involved in regulating cellular differentiation, which is either seeded at new nucleation sites or invades gene-rich euchromatin *de-novo* from existing nucleation sites [10–14]. In either scenario, specific factors may intrinsically promote or antagonize the distal spreading of gene silencing. For constitutive heterochromatin, the inheritance of nucleosomes bearing heterochromatic marks maintains gene silencing across cell divisions [15]. This inheritance promotes modification of nearby nucleosomes through “read-write” positive feedback mechanisms that are intrinsic to heterochromatin histone modifiers [16–18]. In contrast, when heterochromatin invades active chromatin *de novo*, as occurs in differentiation, it will encounter chromatin modifications that can specifically antagonize heterochromatin [8]. Gene silencing at these sites does not benefit from the inheritance of pre-existing marked nucleosomes. Beyond the differences between active and inactive chromatin, it remains unclear whether distinct nucleation element classes require different regulators to enact efficient spreading outward from those sites.

Fission yeast is an excellent model for addressing the regulation of heterochromatin spreading: 1. It contains a small number of well -defined heterochromatin nucleators, 2. harbors heterochromatin domains that are constitutive as well as others involved in cellular differentiation, and 3. is competent to assemble ectopic heterochromatin domains at nucleation sequences inserted into euchromatin. Over the past four decades, forward and reverse genetic screens in fission yeast have established an exhaustive list of factors required for the nucleation of heterochromatin domains. These nucleation mechanisms include repeat sequences that instruct RNAi-machinery to process noncoding (nc) RNAs involved in targeting the histone methyltransferase Clr4 [19]; signals within nascent transcripts that trigger heterochromatin island formation [20]; pathways involving telomere-protection by the shelterin complex [21,22]; and transcription factor-bound sequences that recruit heterochromatin regulators directly [23]. However, less is understood about factors specifically required for propagating gene silencing through heterochromatin spreading.

We previously developed a fluorescent reporter-based heterochromatin spreading sensor that can assess one key output of heterochromatin (gene silencing) separately from the spatial control of heterochromatin spreading [8,24]. This allows us to address the following questions: 1. Are there known or novel regulators that primarily regulate spreading versus nucleation? 2. Does spreading over chromatin with distinct characteristics, such as gene density or nucleosome arrangements, require different sets of regulators? 3. Do unique heterochromatin nucleation pathways interface with unique heterochromatin spreading regulators? 4. Are there distinct sets of regulators for spreading of the heterochromatin structure and gene silencing? Addressing these questions would elucidate mechanisms that safeguard the genome as well as stabilize specific cell states.

Here, we conduct series of reverse genetic screens in *S*. *pombe* using a custom collection of gene deletions that target nuclear functions. We investigated gene silencing in different heterochromatin contexts that include several derivatives of the fission yeast mating type (MAT) locus. This gene-poor constitutive heterochromatin region is contained by *IR-L* and *IR-R* boundaries [25–27] and nucleated by at least two elements: (1) *cenH*, which is homologous to pericentromeric *dh* and *dg* elements and relies on ncRNA pathways, including RNAi [26,28,29]; (2) the *REIII* element, a sequence which recruits heterochromatin factors via the stress-response transcription factors Atf1 and Pcr1 [23,30]. We also analyzed an ectopic heterochromatin domain that is embedded in gene-rich euchromatin. This domain is nucleated by an ectopically inserted *dh* element fragment proximal to the *ura4* locus [24,31,32]. Using the combination of MAT derivatives and the ectopic site allowed us to query requirements for nucleation-distal heterochromatin assembly emanating from different classes of nucleators and in different chromatin environments.

Our genetic screen revealed that requirements for heterochromatin spreading differ significantly between distinct chromatin contexts, and to some degree, between different nucleation mechanisms. In particular a specific histone deacetylase (HDAC) complex, Clr6, guided by the Fkh2 transcription factor, is linked to heterochromatin spreading distal to nucleation sites. In contrast, the Clr3 HDAC is generally involved in regulating H3K9me and gene silencing within the entire heterochromatin domain. Our genetic analysis further indicates that there is broad antagonism of heterochromatin-dependent gene silencing at nucleation-distal sites by a diverse set of nucleosome remodelers, in particular Ino80 and Swr1C. Together our genetic analyses allow dissection of both site-specific and broader pathways linked to the spreading of gene-silencing heterochromatin.

## Results

We previously developed a heterochromatin spreading sensor that relies on three transcriptionally-encoded fluorescent protein-coding genes that collectively allow single-cell measurement of heterochromatin formation via flow cytometry, while normalizing for transcriptional and translational noise [24,33]. This method provides separate, quantitative recordings of nucleation-proximal (“green”) and distal (“orange”) gene expression at a heterochromatin site over large populations of isogenic cells (typically N >20,000, unless strains grow poorly) (**Fig 1A**). The scale of the analysis permits quantitative tracking of unique population distributions, such as multimodal states that would be obscured by ensemble data. When we analyze heterochromatin spreading specifically with our sensor (see Materials and Methods), we do so by examining “orange” in cells that are “green”^OFF^, which we take as a proxy for normal nucleation [8,24]. This analysis, therefore, considers the transcriptional consequences of heterochromatin assembly by generating a sensitive readout of the “green” and “orange” reporters that persists for several cell cycles. However, we note that we cannot account for the possibility of highly transient loss-of-nucleation events that do not result in measurably altered transcription at “green”.

**Fig 1:**
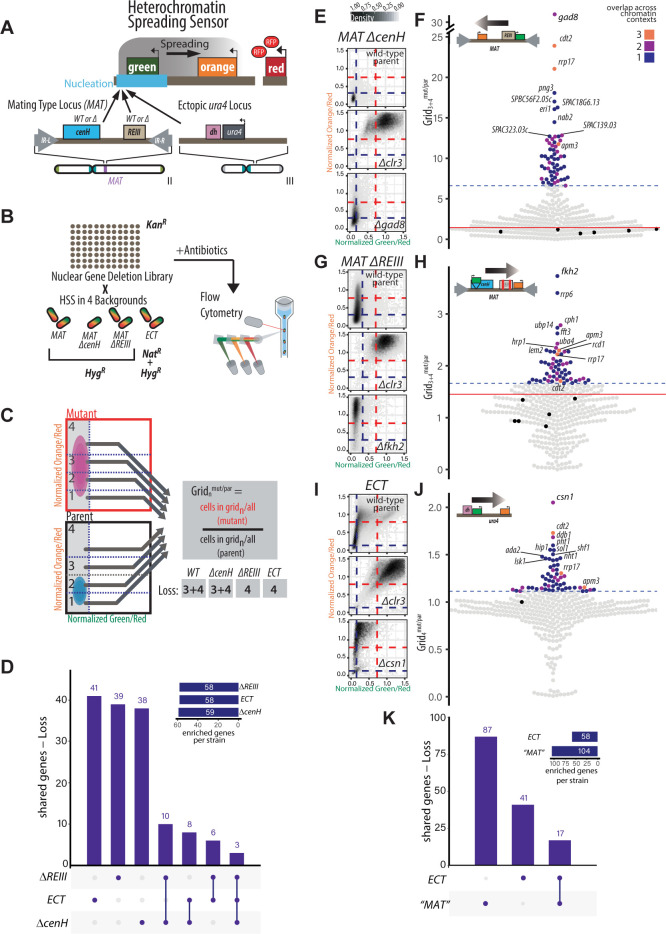
A genetic screen based on a suite of fluorescent reporters identifies regulators of heterochromatin nucleation-distal gene silencing in different chromatin contexts. **A.** TOP: Overview of heterochromatin spreading sensor (HSS, [24]). Three transcriptionally encoded fluorescent protein genes are integrated into the genome. *SFGFP* (“green”) proximal or internal to the nucleation site allows identification of heterochromatin nucleation; *mKO2* (“orange”) distal to the nucleation site allows identification of heterochromatin spreading. *3xE2C* (“red”) in a euchromatin region normalizes cell-to-cell noise. BOTTOM: The endogenous mating type locus (*MAT*) and heterochromatin ectopically targeted to the *ura4* locus [24] were examined with the HSS in the screen. In *bona fide* mutations of the *MAT* nucleators, *cenH* and *REIII*, nucleation is only initiated at one site. See S1 Fig for detailed diagrams. **B.** Workflow of the screen to identify genes that contribute to nucleation-distal gene silencing. A custom nuclear function deletion library (S1 Table) was mated with four different reporter strains (*WT MAT*, *MAT ΔcenH*, *MAT ΔREIII and ECT*). The fluorescence of “green”, “orange” and “red” for each mutant cell within each background are recorded by flow cytometry. **C.** Overview of the loss-of-spreading analysis with mock distributions of cells and grids indicated. To identify cells that have successfully nucleated heterochromatin and are silencing-competent, “green”-off populations (successful nucleation events) are isolated first. Within these populations, enrichments of cell populations in particular “orange” fluorescence ranges (Grid_n_) are calculated as Grid_n_^mut/par^. This second step specifically assesses for any loss of nucleation-distal gene silencing. As an example, In *WT MAT* Grid_3+4_^mut/par^ is calculated as percentage of the mutant population divided by percentage of parent population in Grid_3+4_. The Grids (either 3+4 or 4) used for analysis of loss of spreading in the four chromatin contexts are indicated. **D.** Upset plots indicating the frequency of “loss of spreading” gene hits appearing in one or multiple singly nucleated chromatin contexts. For each bar, the chromatin context(s) with shared phenotypes for the underlying gene hits is indicated below the plot. The inset indicates the total number gene hits for loss of spreading in each chromatin context. “Shared genes”: number of genes that appear as “loss of spreading” hits across the number of indicated chromatin contexts. **E.** *MAT ΔcenH* 2D-density hexbin plots of the wild-type parent, a strong heterochromatin loss hit (*Δclr3*), and the top loss of nucleation-distal silencing hit (*Δgad8*) in this chromatin context. Dashed blue lines indicate the values for repressed fluorescence state and dashed red lines indicate values for fully expressed fluorescence state. **F.** Beeswarm plots of Grid_3+4_^mut/par^ for *MAT ΔcenH* loss of nucleation-distal silencing hits and number of overlapping contexts. The top 10 hits are all annotated, and below those hits, mutants that show overlap with at least 2 other chromatin contexts are additionally annotated. Red line, 2SD above the Grid_3+4_^mut/par^ of the wild-type parent isolates (black dots); dashed brown line, the 85^th^ percentile; Dot color, number of chromatin contexts with loss of spreading phenotype over the cutoff. This mutation allows examination of only the *REIII* nucleation site at the *MAT* locus. **G.-H.** Beeswarm plots of Grid_4_^mut/par^ for the *MAT ΔREIII* strain were analyzed and displayed as in E. and F. This mutation allows examination of only the *cenH* nucleation site at the *MAT* locus. **I.-J.** Data for the *ECT* strain were analyzed and displayed as in G. and H. This strain examines a euchromatic context and analyzes silencing of at the *ura4* locus by spreading from an ectopic nucleation site. **K.** Upset plots indicating the frequency of “loss of spreading” gene hits appearing in singly nucleated MAT contexts (*MAT ΔREIII* and MAT *ΔcenH*) versus the *ECT* context.

### Design of heterochromatin spreading sensors that assess four chromatin contexts

To explore whether different genetic contexts utilize general or specific sets of regulators for nucleation-distal gene silencing, we queried three different derivatives of the constitutively heterochromatic mating type (MAT) locus and one euchromatic context, each containing an embedded heterochromatin spreading sensor (**Figs 1A** and **S1**) [24]. The mating-type locus contexts included wild type *MAT*, with the *cenH* and *REIII* nucleating DNA elements intact, and two *MAT* variants that contained mutations in either the *cenH* or *REIII* elements (**Figs 1A** and **S1A** and **S1B**). Mutations in these DNA elements limit initiation of heterochromatin spreading from one nucleator or the other [24]. To probe heterochromatin formation in the euchromatic context, we focused on the *ura4* locus, where heterochromatin spreading is ectopically driven by the upstream insertion of a pericentromeric *dh* DNA element (S1C Fig, [24,31]). We refer to this chromatin context as *ECT* (ectopic).

We first focus on the analysis of strains in which nucleation is driven only by one element, i.e. *MAT ΔcenH* (OFF isolate, see Materials and Methods), *MAT ΔREIII*, and *ECT*. When analyzed by flow cytometry, *MAT ΔcenH* populations appear fully nucleated with near-complete local spreading, as evidenced by population density in the bottom left in the 2D density hexbin plot (**Fig 1E TOP** [24]). *MAT ΔREIII* and *ECT* cell populations, while mostly nucleated, display a stochastic distribution of spreading states, as evidenced by a vertical distribution on the left of the 2D density histogram (**Fig 1G and 1I TOP** [24]). While the distance between nucleation and sensor sites varies slightly for the different chromatin contexts analyzed (from 2.4 to 3.6 kb; see S1 Fig), we showed previously that altering the distance between “green” and “orange” does not qualitatively affect the output [24]. Thus, we presume that these differences in behavior reflect different intrinsic properties of the chromatin environment rather than the difference in spatial distribution relative to the nucleation site. In addition to the wild-type background, we assessed *Δclr3* as a reference point for strong loss of gene silencing (**Fig 1E, 1G and 1I, MIDDLE**).

### Identification of chromatin context-specific positive spreading regulators

In order to identify nuclear factors linked to context-specific spreading, we crossed a deletion library of ~400 nuclear function genes (see Materials and Methods and **S1 Table** and **Fig 1B**) to the four reporter strains above and measured nucleation and spreading by flow cytometry. To segregate proximal from distal silencing, we first isolated cell populations that reside within a “green”-off gate, which represents cells with heterochromatin fully assembled at the nucleation site and no expression of the reporter (see Materials and Methods, **Fig 1C** and [24]). Within this gate, we divide the “orange” signal into 4 grids, from fully repressed (i.e., complete spreading over “orange”; Grid 1) to fully de-repressed (i.e., no silencing at “orange”; Grid 4), with the remaining space symmetrically divided to yield Grids 2&3 (see Materials and Methods). To quantify increased or decreased nucleation-distal silencing in a given mutant, we calculated a Grid_n_^mut/par^ metric (described in Materials and Methods), which tracks the changes of cell distributions in “orange” expression within the “green”-off gate (**Fig 1C**). Since *MAT ΔcenH* and also *WT MAT* display very tight silencing of both “green” and “orange” with very few events in grid 4 (**Figs 1E** and **S2A**), we used a Grid_n_^mut/par^ metric that considers both grids 3+4 for the robust identification of spreading defects in these strain backgrounds. *MAT ΔREIII* and *ECT* have a more stochastic spreading behavior with “green”-off cells populating a range of “orange” states from OFF to ON [24], including, to some extent, both grid 3 and 4 (**Fig 1G** and **1I**). Hence, for these two contexts we used a Grid_n_^mut/par^ metric that only considers grid 4 to focus on complete loss of spreading (i.e. “orange” signal in the range of *Δclr4* control). We used two metrics to define gain or loss of spreading mutants for further analysis. The first was a significance threshold used if multiple parental isolates were available (all except *ECT*). To meet this criteria Grid_n_^mut/par^ values had to be at least 2 standard deviations (2SD) above the mean of the parent isolates (red line, **Figs** **1F** and **1H** and **S2C, S2D, S2F and S2H**). As an additional cut-off, we only considered the top 15% of all Grid_n_^mut/par^-ranked mutants, even though more genes passed the 2SD significance threshold, primarily to focus on the genes with the highest impact on nucleation-distal silencing (blue dotted line). Having identified these gene hits, we proceeded to analyze their relationships within and across chromatin contexts.

As general note on how we describe the function of our screen hits, in cases where we can correlate silencing defects at the spreading reporter to altered H3K9 methylation, we refer to these changes as heterochromatin spreading defects. In other cases where we lack information on H3K9 methylation, we refer to these changes as nucleation-distal gene silencing defects, as it is in principle possible that certain mutants can affect gene silencing without affecting structural features of heterochromatin.

We first examined the degree to which modulators of nucleation-distal silencing are shared between chromatin contexts where heterochromatin spreading is driven by one major element, via upset plots (**Figs 1D** and **S2I** for all four contexts). Conceptually similar to a Venn diagram, this analysis allows rapid visualization of the degree of overlap between data sets, with the number of shared hits plotted as a bar graph and the sets each bar represents annotated below the plot. For loss of nucleation-distal silencing (*i*.*e*. mutants in genes that promote spreading, **Fig 1D**), these upset plots showed that exceedingly few genes were shared across all chromatin contexts (i.e. 3 out of 145 unique hits for singly-nucleated contexts, Fig 1D; 2 of 164 unique for all contexts hits, **S2I Fig**). Notably, two of these three genes (*apm3*, *rrp17*) have not previously been implicated in heterochromatin assembly. Apm3 has been proposed to be part of an AP-3 adaptor complex that mediates vesicle trafficking, whereas Rrp17 is a predicted rRNA exonuclease.

We expanded this analysis to also include the *WT-MAT* context. Six genes were shared across all the MAT locus chromatin contexts (*apl5*, *cph1*, *hrp1*, *spt2*, *snt2*, *pcf1*). In contrast, the majority of hits (i.e. 101 genes for all contexts, 118 when examining singly nucleated contexts) were linked to regulation in only one chromatin context. The degree to which genes contributed positively towards spreading (Grid_n_^mut/par^) and the degree of overlap across chromatin contexts (by color code) is shown in **Figs 1F**, **1H**, **1J** and **S2B**, **S2D**, **S2F** and **S2H** along with the top loss-of-spreading hit for each context (**Figs 1E**, **1G**, **1I BOTTOM** and **S2A BOTTOM**). A similar picture emerged on a more coarse-grained level, comparing the two major chromatin environments, MAT and ECT. To do so we grouped both singly nucleated MAT contexts (*MAT ΔREIII* and *MAT ΔcenH*) and compare them to *ECT*. Even in this small comparison of two groups, only 17 genes are shared out of a total of 145 (**Fig 1K**). The low overlap of genes shared across specific chromatin contexts and environments in the genome emphasizes that specific contexts have a strong impact on nucleation-distal silencing.

Examining the top hits, we make the following observations: Pathways that restrain the heterochromatin antagonist Epe1 play a prominent role in promoting nucleation-distal silencing. Both the COP9 signalosome and an E3 ubiquitin ligase complex comprising the adaptor proteins Ddb1 and Cdt2 are involved in Epe1 turnover [34,35]. *cdt2* is one of the three hits conserved across all singly nucleated contexts. We found that *csn1* (COP9), *cdt2*, and *ddb1* are the three strongest hits in *ECT* and that *cdt2* is also among the top hits in *MAT ΔcenH*. The histone chaperone, Asf/HIRA (*hip1*) and histone variant H2A.Z (*pht1*) were top hits linked specifically to *ECT* regulation (**Fig 1J**). H2A.Z was just recently shown to play a role in maintaining RNAi-driven heterochromatin in *S*. *pombe* [36] and is known to antagonize heterochromatin spreading in budding yeast [37], indicating that a role for this histone in heterochromatin domain expansion control is conserved even though it functions in opposite directions in the two systems. The transcription factor gene *fkh2* was a top hit in regulation of *WT MAT* and *MAT ΔREIII*, along with *rrp6*, a key member of the nuclear exosome (see below; **Figs 1G** and **S2A**). We also saw strong hits that were unique to *MAT ΔcenH*. The top hit here was *gad8*, which encodes a protein kinase that targets several factors, including Tor1 and Fkh2 (**Fig 1E**). In short, specific gene sets seem to regulate spreading distal to the nucleation site in different chromatin contexts. Though specific, some of these genes play a conserved role in regulating chromatin spreading in other organisms.

As mentioned above, loss of the AP-3 adaptor complex subunits Apm3 and Apl5 induced nucleation-distal gene silencing, and as well show below, impairs H3K9me2 accumulation. Interestingly, loss of Apm3 affected spreading in all chromatin contexts, whereas Apl5 affected only the *MAT* contexts (also observed in [38]). We further assessed the activities of Apm3 and Apl5 by generating *Δapm3* and *Δapl5* single and double mutants in the *MAT ΔREIII* background, where *Δapm3* and *Δapl5* had a moderate and mild effect in the screen, respectively. We reproduced the mild to moderate spreading defect for both single mutants; we further observed a slightly stronger defect in the *Δapm3 Δapl5* double mutant (Grid_4_^mut/par^ 1.56) compared to the *Δapm3* and *Δapl5* single mutants (Grid_4_^mut/par^ 1.4 and 1.16, respectively); **S3A–S3D Fig**). Whereas Apl5 is largely cytoplasmic, thus likely acting indirectly, Apm3 shows both nuclear and cytoplasmic localization, (**S3E** and **S3F Fig**) and also affects H3K9me2 accumulation at heterochromatin islands (**S3G Fig**). Together, these findings suggest a direct rather than indirect role for Apm3 in heterochromatin assembly. However, further work is needed to elucidate the specific function of Apm3 in heterochromatin spreading and whether this is linked to the AP-3 complex itself.

### Identification of negative spreading regulators

In addition to loss of nucleation-distal silencing (positive regulators), we also identified mutants that showed gain of silencing (negative regulators). We examined a Grid_n_^mut/par^ metric that considers grid 1, as increased distribution into grid 1 indicates silencing of “orange” beyond the wild-type. We could not examine *MAT ΔcenH* for this phenotype because this chromatin context is highly repressed in the OFF state as reported previously and the vast majority of cells are already resident in grid 1(**Fig 1E**) [24,39]. As before, we examined first singly nucleated contexts in which gain of spreading can easily be detected, i.e. *MAT ΔREIII* and *ECT* (**Fig 2**) and separately also all three contexts including *WT MAT* (**S4A–S4F Fig**). Even though *ECT* displays a very similar spreading behavior to *MAT ΔREIII* (24), we found little overlap between the two, with only 10 genes shared between them (for *MAT ΔREIII* and *ECT*: 10 shared out of 92, **Fig 2B**; examples for top hits are shown in **Fig 2D** and **2F**. For all contexts including *WT MAT*: 5 shared out of 98, these are *vps71*, *arp6*, *leo1*, *git1*, and *pmk1*, **S4G Fig**). Of the more limited number of genes shared across all three contexts, we note that Leo1 was previously shown to be implicated in spreading control across boundaries [40], whereas Vps71 and Arp6 are members of the H2A.Z-specific Swr1 remodeling complex [41]. The larger number of antagonists unique to *ECT* (**Figs 2B** and **S4G**) suggests that heterochromatin spreading is under additional layers of control in the euchromatic context.

**Fig 2:**
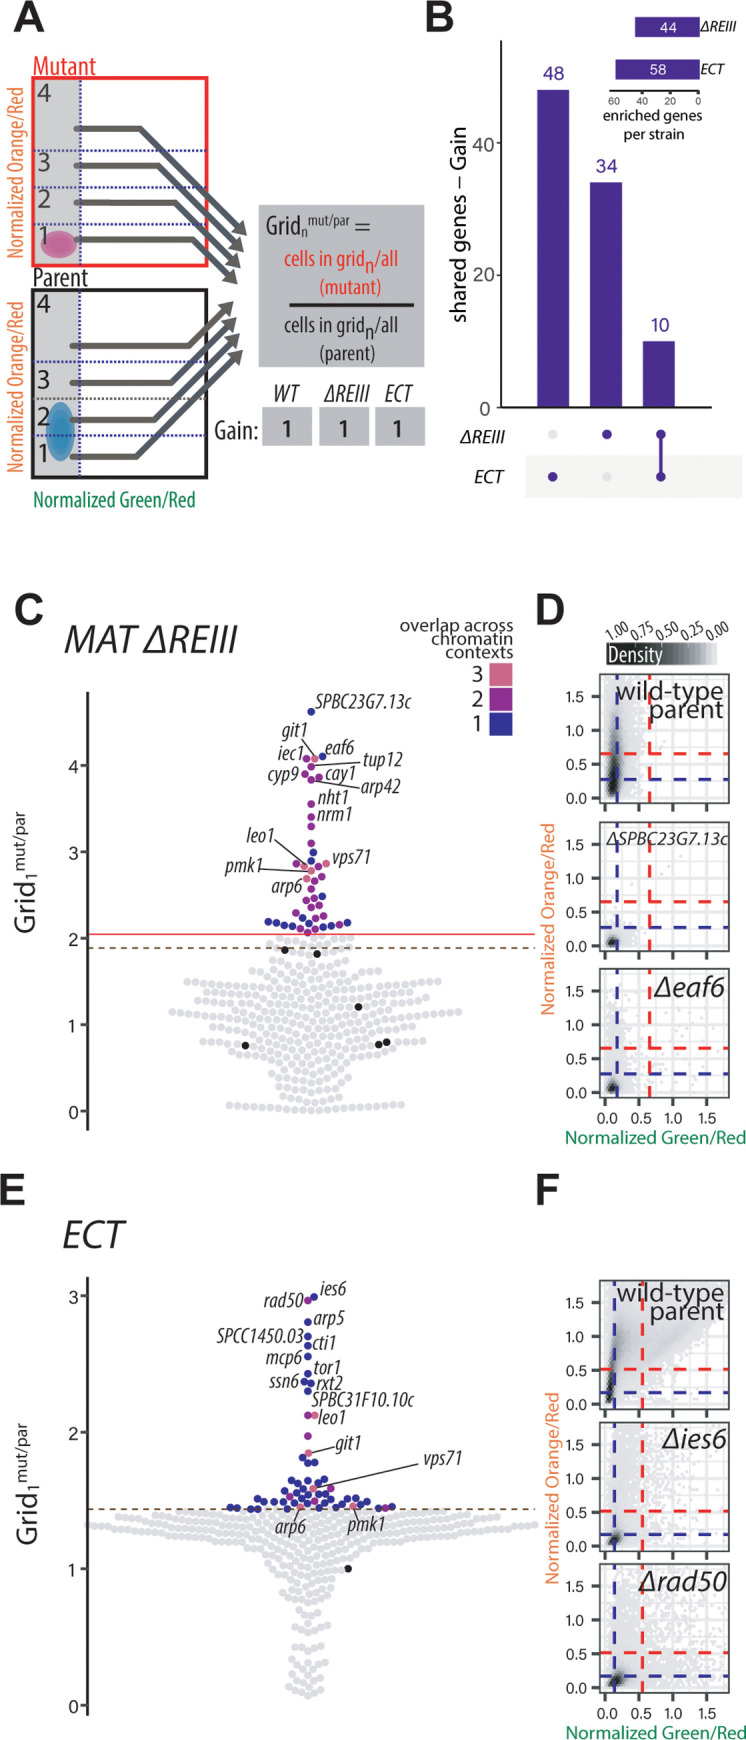
Gain of nucleation-distal gene silencing in MAT *ΔREIII* and *ECT* chromatin contexts. **A.** Overview of the gain of nucleation-distal silencing analysis with mock distributions of cells and grids indicated, as in Fig 1C. To identify gain of spreading mutants in *ECT* and *MAT ΔREIII*, Grid_1_^mut/par^ was calculated as percentage of the mutant population divided by percentage of parent population in Grid_1_. **B.** Upset plots indicating the frequency of Gain of Spreading gene hits that appear in one or both chromatin contexts as in Fig 1D. For each bar, the chromatin context(s) with shared phenotypes for the underlying gene hits is indicated below the plot. The inset indicates the total number gene hits in each chromatin context of the same phenotype. **C.** Beeswarm plots of Grid_1_^mut/par^ for *MAT ΔREIII* gain of nucleation-distal silencing hits. The top 10 hits are all annotated, and below those hits, mutants that show overlap with 2 other (*WT MAT* and *ECT*) chromatin contexts are additionally annotated. Red line, 2SD above the Grid_1_^mut/par^ of wild-type parent isolates (black dots); dashed brown line, the 85^th^ percentile; Dot color, number of chromatin contexts with loss of spreading phenotype over the cutoff. **D**. *MAT ΔREIII* 2D-density hexbin plots of the wild-type parent, and the two top gain of spreading hit of this chromatin context. Dashed blue lines indicate the values for repressed fluorescence state and dashed red lines indicate values for fully expressed fluorescence state. **E., F.** As in A. and B., but for *ECT*.

We sought to independently validate the above observations. We selected 5 mutants that have chromatin context-specific effects, covering both loss and gain of spreading: *saf5*, which shows gain of spreading in *WT MAT* and mildly in *MAT ΔREIII*; *eaf6*, which shows gain of spreading in *MAT ΔREIII* only; *pht1* and *hip1*, which show loss of spreading only in *ECT;* and *gad8*, which shows loss of spreading primarily in *MAT ΔcenH*. We recreated these mutations *de novo* in the chromatin contexts described above and conducted RT-qPCR analysis for *SF-GFP* (“green”, nucleation) and *mKO2* (“orange”, spreading) transcripts. This validation approach broadly recapitulated our initial screen (**S5 Fig**), confirming that these gene products play context-specific functions in nucleation-distal silencing.

### Chromatin remodelers broadly antagonize nucleation-distal silencing

Taking our analysis beyond individual genes, we sought to query which protein complexes are involved in regulating nucleation-distal gene silencing, as this may highlight the major pathways involved in this process. Using the Gene Ontology (GO) protein complex annotations from Pombase [42], we annotated each gene hit that met the criteria for further analysis as outlined above for all four chromatin contexts. We then tabulated the frequency (“counts”) of each GO complex by chromatin context for both loss of distal silencing (loss) and gain of distal silencing (gain) phenotypes, performed unsupervised clustering on the data, and displayed the results as a heatmap (**Fig 3**). Overall, we identified three major common trends: 1. A broad role for chromatin remodelers in antagonizing nucleation-distal silencing; 2. a role for the SAGA complex in promoting nucleation-distal silencing at *ECT;* 3. a role for Clr6 histone deacetylase complexes (HDACs) in promoting nucleation-distal silencing at MAT, with the notable exception of the Set3C module (part of expanded Rpd3L complex), which antagonizes distal silencing.

**Fig 3:**
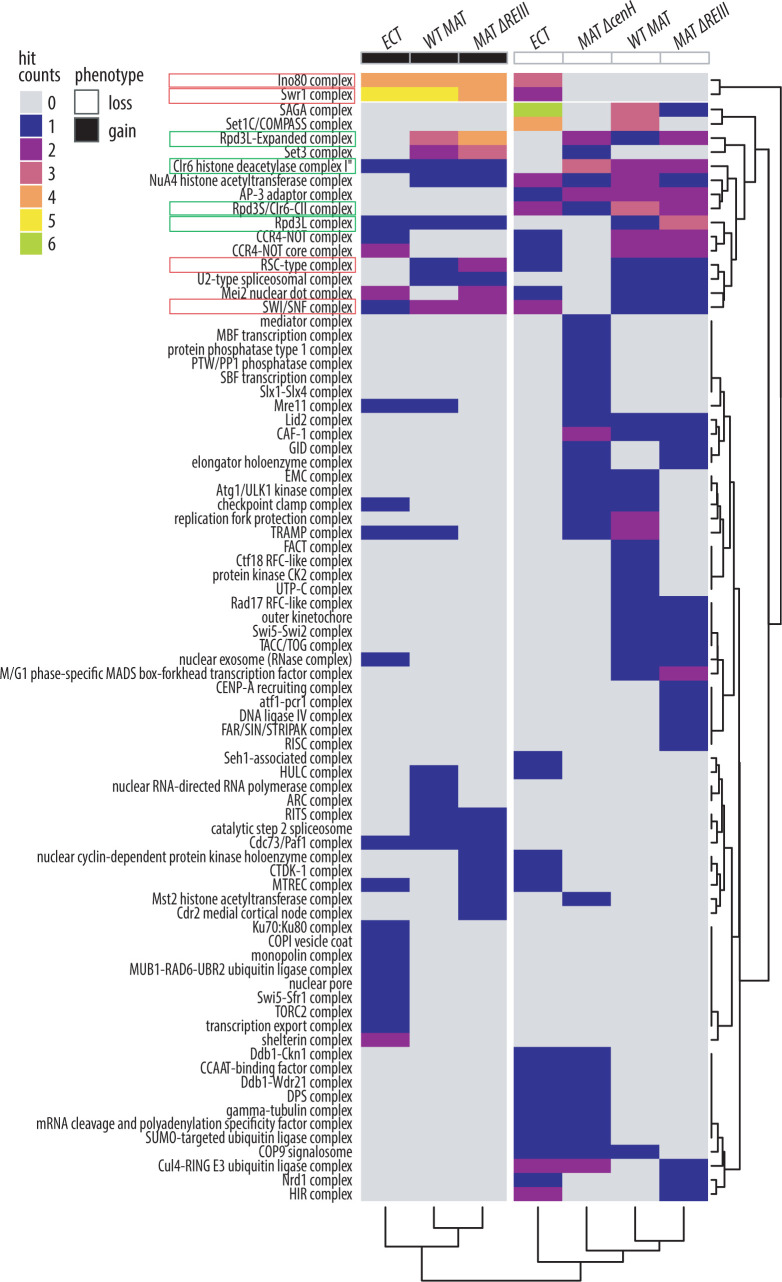
Heterochromatin nucleation-distal gene silencing is regulated by sets of unique and common protein complexes across different chromatin contexts. Heatmap of GO complex annotations for hits in each category and strain. Rows, representing GO complexes annotated to genes within the screen that were identified as hits, are arranged via hierarchical clustering. Columns are defined by the hit phenotype (loss of nucleation-distal silencing - white; gain of nucleation-distal silencing - black), and each screen chromatin context is indicated at the top. The columns were clustered by hierarchical clustering and the dendrogram was cut to define 2 branches. Red boxes, chromatin remodeling complexes; Green boxes, Clr6 complexes (Note that Rpd3L Expanded includes Set3C).

Mutants defective in chromatin remodeling complexes strongly contribute to the “gain” phenotypic category, which includes the Swr1C, Ino80, SWI/SNF, and RSC-type complexes (**Fig 3**). To explore this further, we assessed which protein components contributed to these GO complex counts. For all genes annotated to a given chromatin remodeling complex and present in our screens, we displayed whether they were identified as a hit (blue) or not (grey) in a hit table (**Fig 4A**). Indeed, we found that the large majority of the gene hits annotated fall within the “gain” but not “loss” phenotype across backgrounds, confirming that these nucleosome remodeling complexes potentially antagonize spreading (see examples 2D hexbin plots, **Fig 4B**).

**Fig 4:**
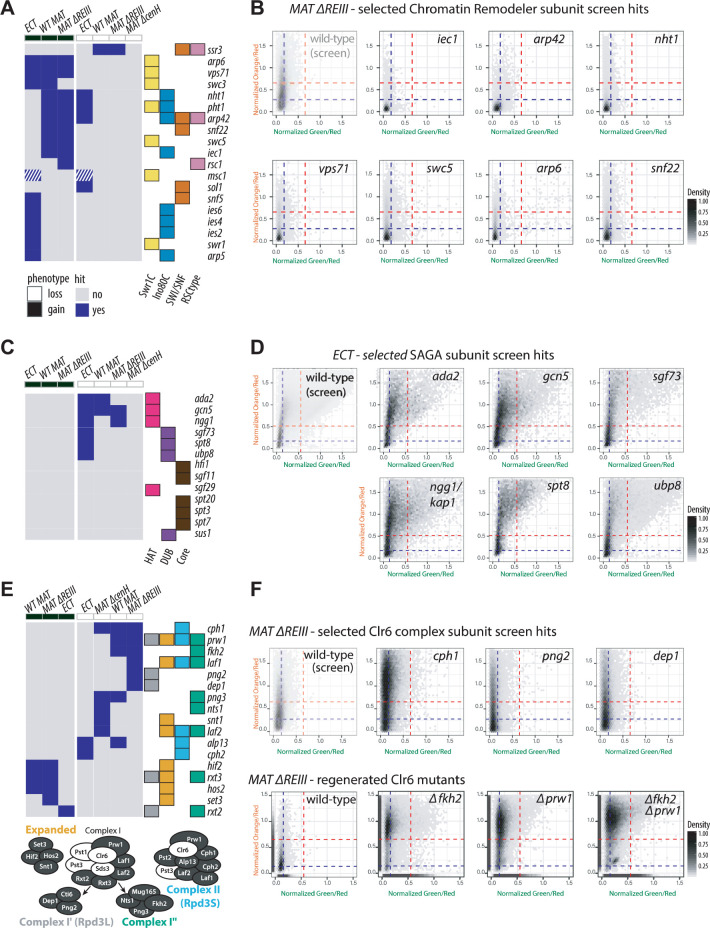
Chromatin remodeler, SAGA and Clr6 complexes regulate nucleation-distal silencing. **A.** Table of complex members which were hits for chromatin remodeler complexes Swr1C, Ino80, SWI/SNF, and RSC. Components that showed a“gain” or “loss” of nucleation-distal silencing phenotype for each background were identified a hits and are marked blue, subunits that are a hit for both phenotypes (*msc1*) are white-blue crosshatched. The proteins present in each complex or subcomplex are annotated at the right: color indicates membership of a particular remodeling complex, as labeled below. **B.** 2D density hexbin plots for selected chromatin remodeler gain of nucleation-distal silencing screen hits in *MAT ΔREIII*. **C.** As described in panel A. but for the SAGA complex. All SAGA subunits in the screen except TAF_II_s are shown. **D.** 2D density hexbin plots for SAGA loss of nucleation-distal silencing screen hits in *ECT*. **E.** As described in panel A. Clr6 mutants that were not hits are *mug165*, *pst2* and *cti6*. Bottom: schematic of Clr6 complexes with essential subunits indicated in white. **F.** Top: 2D density hexbin plots for selected Clr6 complex loss of spreading screen hits in *MAT ΔREIII*. Bottom: Δ*fkh2*, Δ*prw1 and* Δ*fkh2* Δ*prw1* mutants were re-created *de novo* in *MAT ΔREIII*. A rug plot is included on the X and Y axes indicating the 1D density for each color. Rug lines are colored with partial transparency to assist with visualization of density changes. *MAT ΔREIII* and *ECT* parents shown in Fig 1 are shown here again (with transparency) for comparison.

### SAGA primarily promotes heterochromatin spreading in the euchromatic context

A surprising observation was the enrichment of a large number of subunits of the SAGA complex among the loss-of-nucleation-distal silencing hits (**Fig 3**). Indeed, six SAGA subunit genes were associated with altered expression of the *ECT* reporter, the most enriched single complex for any reporter strain (**Figs 3**, and **4C**). This suggests that SAGA, a histone acetylase involved in gene transcription, positively regulates nucleation-distal silencing in euchromatin (see example 2D hexbin plots, **Fig 4D**). To assess if SAGA directly influences heterochromatin spreading, rather than indirectly affecting gene silencing, we assessed H3K9me2 accumulation at “green” and “orange” in the *ECT* background, as well as the pericentromeric *dg* element. Consistent with the results of the genetic screen, we find that the histone acetylase catalytic subunit Gcn5 is required for efficient spreading of H3K9me2 to “orange”, but not its establishment at “green” or at *dg* (**S6 Fig**).

### Clr6 HDAC complexes promote nucleation distal silencing, primarily in constitutive heterochromatin

Three classes of HDACs exist, which have both redundant and non-overlapping functions in the formation of heterochromatin domains and gene silencing. Clr6 belongs to class I and is part of several sub-complexes, contributing to both heterochromatic and euchromatic gene regulation [43,44]. Clr3 belongs to class II and is a member of the SHREC complex [45], whereas Sir2 is a class III HDAC of the sirtuin family [46]. Based on our screen, class II and III HDACs affect nucleation and distal gene silencing equally, indicating that they do not act in a spreading-specific manner. (Clr3, **Fig 1**; Sir2, **S7 Fig**). In contrast, sub-complexes of the Clr6 family, including Rpd3S, Rpd3L, and Clr6 I″, contribute exclusively to nucleation-distal but not proximal silencing (hit table, **Fig 4E;** 2D hexbin plots, **Figs 4F** and **S8**). As noted above, the forkhead transcription factor Fkh2 was identified amongst the strongest nucleation-distal silencing hit in *WT MAT* and *MAT ΔREIII* reporter strains. Despite not being formally annotated to the Clr6 I″ complex by GO terms, Fkh2 has previously been linked to this sub-complex [47]. Based on this previous analysis, and our genetic data, we considered Fkh2 to be a member of Clr6 I″. While Rpd3L/ Clr6 I′, Clr6 I″, and Clr6S (Complex II) positively contributed to spreading (“loss” phenotype), several members of the Rpd3L-Expanded complex antagonized spreading and were found as hits inducing a “gain” phenotype (**Figs 4E**, **4F** and **S8**). This includes a subset belonging to the Set3 Complex (Set3, Hif2, Hos2, Snt1). We validated our analysis by examining the phenotype of the *de novo* generated gene deletion strains of *fkh2* and *prw1*, which encodes a core structural subunit of the Clr6 HDAC complexes, in the *MAT ΔREIII* heterochromatin spreading sensor (**Fig 4F, bottom**). The *Δfkh2 Δprw1* double mutant displayed a similar phenotype to the *Δprw1* single mutant, corroborating the hypothesis that Fkh2 is part of the same complex as Prw1 (**Fig 4F, bottom**).

Overall, these data suggest that Clr6 I′, Clr6 I″ and Clr6S HDAC complexes specifically promote nucleation-distal heterochromatic gene silencing.

### Clr6 complexes promote distal H3K9 methylation spreading at telomeres, pericentromeres and islands

The analysis above suggests that Clr6 complex subunits contribute to the spreading of gene silencing. We therefore examined the mechanisms underlying this phenotype and examined the role of Clr6 relative to another prominent heterochromatic HDAC, Clr3, which is well-established as a key regulator heterochromatin in gene silencing [45,48]. First, we examined whether the phenotype observed for *Δprw1* and *Δfkh2* holds true for *clr6* itself, which encodes the catalytic subunit in the complex. We tested the phenotype of the *clr6-1* allele, which has a hypomorphic phenotype at permissive temperatures (note that *clr6* is an essential gene) [43]. Under these conditions, *clr6-1* shows moderate spreading defects in *MAT ΔREIII* without affecting nucleation, which is consistent with its role in nucleation-distal silencing (**Fig 5B** vs. **5A**). In contrast, a catalytically dead mutant of Clr3 (*clr3-D232N*) showed complete loss of silencing (**Fig 5C** vs **5A** and **Fig 1**). This complete loss of silencing is identical to the null *Δclr3* (**Fig 1**), supporting further analysis using the hypomorphic allele.

**Fig 5:**
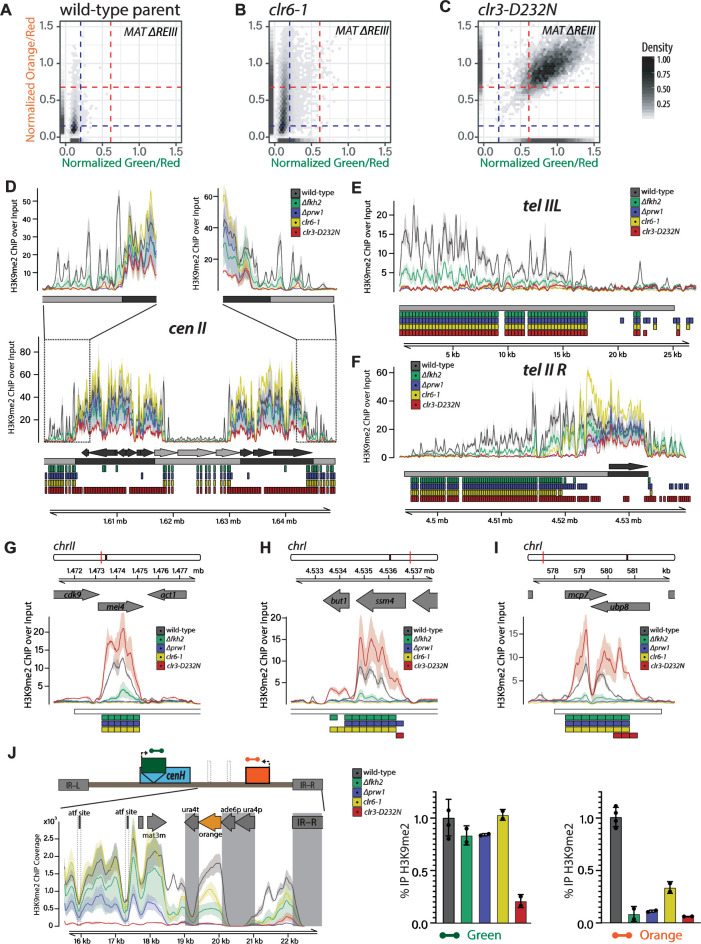
Fkh2- containing Clr6 Complexes regulate H3K9me2 spreading at constitutive and facultative heterochromatin loci. **A.-C.** The hypomorphic *clr6-1* allele exhibits a loss of nucleation-distal silencing, while the catalytic dead *clr3-D232N* allele loses all silencing. 2D density hexbin and rug plots in the *MAT ΔREIII* background of the parent strain (**A.**) run together with B. & C.; *clr6-1* (**B.**); and *clr3-D232N* (**C.**). A rug plot is included on the X and Y axes indicating the 1D density for each color. Rug lines are colored with partial transparency to assist with visualization of density changes. Dashed blue lines indicate the values for repressed fluorescence state and dashed red lines indicate values for fully expressed fluorescence state. **D.**-**H.** Visualization of H3K9me2 ChIP-seq signals in the *MAT ΔREIII* background at centromere II (D.), telomere and subtelomere IIL and R (E.&F.), three heterochromatin islands (G.-I.), and the right side of the MAT locus (J. LEFT). ChIP/Input normalized signal is plotted as mean (line) and 95% confidence interval (shade) for each genotype. For J. LEFT, alignment was performed to a custom mating type region contig in *MAT* Δ*REIII* with green and orange color cassettes. ChIP signal represents the coverage of each interval adjusted for the sequencing depth of the full genome bam file relative to that of the full genome bam file with the lowest depth. Features of interest are annotated above the signal tracks. During data processing for alignment to this custom contig, reads mapping to multiple locations within the reference sequence were removed. For this reason, there is little to no signal over regions that are homologous within this reference including *ura4p*/*ade6p* at the color cassette promoters, *ura4t* at the color cassette terminators, and *IR-L* and *IR-R* elements (these regions are shaded). Signals at feature “atf site” (indicated by dashed box) are reduced as both 7bp sites in *MAT* Δ*REIII* are deleted. D.-I. Below the signal tracks the following annotations are present in order from top to bottom: (1) D-F, features of interest (i.e. nucleators, dark grey; non-nucleator, light grey) based on coordinates and strand derived from Pombase (since no nucleator sequences are present on subtelomere IIL, first annotation row below the signal tracks is empty); G-I., previously identified euchromatin embedded H3K9me2 heterochromatin region (“island”, “HOOD”, or “region”) annotated as a white box. (2) for D-F only, nucleation and spreading annotation zones (based on (1)) are represented by dark grey and light grey boxes respectively. Spreading zones are defined to be between or outside of nucleation zones. (3–6, D-F) or (2–5, G-I): 300bp regions determined to be significantly differentially enriched for the comparisons between Δ*fkh2* and wild-type (green), Δ*prw1* and wild-type (blue), *clr6-1* and wild-type (yellow), *clr3-D232N* and wild-type (red) are annotated as colored boxes respectively. In J. RIGHT, bars above signal tracks indicate wild-type normalized H3K9me2 ChIP-RTqPCR signals for indicated genotypes conducted independently of the ChIP-seq experiment at “green” and “orange” reporters. Error bars represent 1SD of three replicates.

Next, we examined directly whether heterochromatin assembly is impacted. To this end, we focused on the H3K9me2 mark, which signals heterochromatin formation and can accumulate without major changes in gene expression [49]. This allows us to examine whether the loss of nucleation-distal silencing we observe is due to a loss of heterochromatin spreading or a loss of gene-silencing *per se*. We performed H3K9me2 ChIP-seq analysis in wild-type and the mutants *Δfkh2*, *Δprw1*, *clr6-1*, and *clr3-D232N* and analyzed the data in two independent ways: First, we produced input-normalized signal tracks, plotting mean and 95% confidence interval per genotype calculated from multiple replicates (**Fig 5D–5I, top panels**; see Materials and Methods). 

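H3K9me2 ChIP-seq libraries of the 5 genotypes in the MAT ΔREIII background were analysed from the fragment counts that the authors deposited without normalization, in 1500 filtered 300bp windows and in 2520 bins of 5kb. The tables hold 13 ChIP libraries: wild-type replicates B and C, Δfkh2, Δprw1 and clr3-D232N replicates A, B and C, and clr6-1 replicates A and B. The authors removed 1 wild-type and 1 clr6-1 replicate as outliers. Those replicates and the 15 input libraries were not analysed here, so the values are ChIP counts without input normalization. To make the counts, the authors trimmed the reads, aligned them to the S. pombe genome with a mating type contig, kept properly paired reads without duplicates and counted fragments with csaw. They removed the regions around ade6, ura4, fkh2, prw1 and the mat1 genes and kept the windows above 1.7 times the background median. The total of the 5kb bins was 9438824 and 10737573 fragments in the wild-type libraries and 6171299, 8683475 and 7804615 in Δfkh2. It was 10599991, 6981223 and 10860203 fragments in Δprw1, 8355906 and 6619424 in clr6-1, and 4408669, 12641248 and 10540440 in clr3-D232N. The 1500 windows held 70.2% and 57.3% of this total in wild-type, 68.4% and 70.3% in clr6-1, and 28.4%, 27.1% and 29.0% in clr3-D232N. They held 30.8%, 50.5% and 36.9% in Δfkh2 and 33.1%, 64.5% and 37.4% in Δprw1, so replicates of these mutants differed in how much of each library lay in heterochromatin. The libraries were scaled by DESeq2's median of ratios over the 5kb bins, as in the paper, with size factors from 0.465 to 2.18. Windows were then tested with edgeR's quasi-likelihood test, all genotypes in one fit, and called at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.005 and an absolute log2 fold change above 1. The deleted genes could not check the labels: the 5kb bin from 4240001 to 4245000 on chromosome II, over fkh2, held 0.130 times the median bin in Δfkh2 and 0.143 times in wild-type, since its counts had been removed in all libraries.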

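Against wild-type, edgeR's test called 540 of the 1500 windows reduced and 2 increased in Δfkh2, 725 reduced and 1 increased in Δprw1, 546 reduced and 6 increased in clr6-1, and 973 reduced and 13 increased in clr3-D232N. The reduced count for Δfkh2 moved most with the libraries in the fit: with only the Δfkh2 and wild-type libraries, 58 windows were called reduced. The low numbers of increased windows depended on the scaling. Scaled by the total count of the 5kb bins, they were 146 in Δfkh2, 158 in Δprw1, 31 in clr6-1 and 295 in clr3-D232N. Outside centromere II, both subtelomeres of chromosome II, MAT, the islands, tlh1 and tlh2, the window with the lowest log2 fold change among those lower in every mutant library than in both wild-type libraries lay on chromosome III from 1142101 to 1142400, in the spreading zone of centromere III, for 2 mutants. Its normalized count was 7067 ± 2735 (SD, n = 2) in wild-type, 488 ± 500.3 (SD, n = 3) in Δfkh2 and 223 ± 23.9 (SD, n = 2) in clr6-1. The log2 fold change there was -3.86 (standard error 0.60) in Δfkh2 and -4.98 (standard error 0.74) in clr6-1. For Δprw1 and clr3-D232N the lowest window lay on chromosome I from 5570101 to 5570400, in the right subtelomere of chromosome I, with 9140 ± 2960.3 normalized counts (SD, n = 2) in wild-type. It held 124 ± 10.8 (SD, n = 3) in Δprw1 and 131 ± 14.9 (SD, n = 3) in clr3-D232N, log2 fold changes of -6.20 and -6.13. The highest window, chosen in the same way, lay near the left end of chromosome III in each mutant. It was the window from 24901 to 25200 in Δfkh2, Δprw1 and clr3-D232N, with log2 fold changes of 2.27, 1.21 and 1.60, and the window from 15601 to 15900 in clr6-1, with 2.39. The adjoining 5kb bin from 25001 to 30000 held 0.439 times the median bin in wild-type, below background.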

Second, we conducted a differential enrichment analysis that examines 300bp windows along the genome containing above-background signal for significantly different accumulation of H3K9me2 between each mutant and the wild-type (**Fig 5D–5I, bottom panels**; see Materials and Methods). We define heterochromatin spreading defects as the differential, distance dependent loss of H3K9me2 over genomic features annotated in light grey (non nucleator features) relative to genomic features containing the nucleation elements (annotated in dark grey) (**Figs 5D–5F** and **S9**).

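Each window was assigned to a zone from its position alone, using the gene annotation, Fig 5D and sequence homology. The nucleation zone took 376 windows over the dg and dh repeats, tlh1 and tlh2, the spreading zone took the other 670 windows of the pericentromeres and subtelomeres, and 25 windows lay at the islands mei4, ssm4 and mcp7. A further 90 windows at the MAT locus were kept as a zone of their own, because cenH could not be placed on the contig, and 339 windows lay elsewhere. At subtelomeres that carry tlh1 or tlh2, the median log2 fold change of Δprw1 went from -0.20 in 39 nucleation windows to -1.57 in 50 windows within 5kb of them, -4.92 in 37 windows from 5 to 10kb and -4.06 in 148 windows beyond 10kb. In clr6-1 the medians over the same distances were 1.01, 0.67, -1.27 and -2.73, and in Δfkh2 they were -1.01, -1.33, -1.85 and -2.33. At pericentromeres the median of Δprw1 went from -1.07 in 337 nucleation windows to -2.83 within 5kb and -1.78 beyond 10kb, and that of clr6-1 from 0.23 to -2.07 and -1.75. For Δfkh2 the pericentromeric medians were -1.97 in nucleation windows, -1.49 within 5kb, -1.40 from 5 to 10kb and -1.26 beyond 10kb. The fold change therefore became smaller with distance, as it also did from within 5kb to beyond 10kb in Δprw1 and clr6-1. Background was not subtracted from the counts, so these medians cannot tell whether the loss itself became smaller. No p-value is given across windows, which are not independent of each other.

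**Figure D1:**
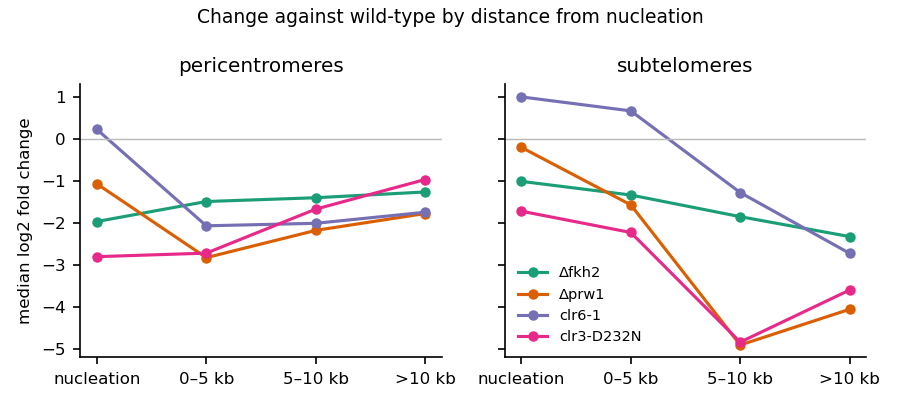
Median log2 fold change against wild-type (vertical axis) in nucleation windows and in windows at increasing distance from them (horizontal axis, kb), 1 line per mutant. At subtelomeres the medians at each distance lie below those of nucleation windows in all 4 mutants, with Δprw1 and clr3-D232N lowest from 5 to 10kb (-4.92 and -4.85) and higher beyond 10kb (-4.06 and -3.60). At pericentromeres the line of Δfkh2 rises from -1.97 to -1.26 and that of clr3-D232N from -2.81 to -0.96.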

Principal Component Analysis (PCA) on the overall phenotype revealed that mutant isolates segregated from the wild-type along PC1. 

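Principal components were computed on variance-stabilized counts of the 500 most variable windows. PC1 held 74.9% of the variance. The wild-type libraries lay at -101.2 and -83.3 on PC1, and all 11 mutant libraries lay above both of them. Δfkh2 replicate B came closest, at -57.4, followed by clr6-1 at -24.7 and -22.2 and the other Δfkh2 libraries at -13.7 and -5.50. The Δprw1 libraries lay at 30.2, 53.0 and 55.1 and the clr3-D232N libraries at 51.2, 58.4 and 60.1.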

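PC2 held 18.3% of the variance. The wild-type libraries lay at -25.6 and -20.5 on it, and all 8 libraries of Δfkh2, Δprw1 and clr6-1 lay above both, from -1.26 in Δfkh2 replicate B to 33.2 in clr6-1 replicate B. The 3 clr3-D232N libraries lay below wild-type, from -37.2 to -34.7. Where log2(normalized count + 1) replaced the variance-stabilized counts, the 3 clr3-D232N libraries lay above both wild-type libraries instead.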

*Clr6* mutants also diverge from wild-type along PC2 (**S9A Fig**). Focusing on the signal tracks as well as the differential enrichment analysis, we found that the three Clr6-related mutants, *Δfkh2*, *Δprw1*, and *clr6-1*, show very strong defects in heterochromatin spreading at most, but not all, heterochromatic locations in the genome (**Figs 5D–5J** and **S9B–S9F**). 

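In the spreading zone, 452 of the 670 windows (67.5%) were called reduced in Δfkh2, 605 (90.3%) in Δprw1 and 498 (74.3%) in clr6-1, and none was called increased, with no window higher at an unadjusted p below 0.05. The median log2 fold change was -1.68, -2.83 and -2.05. Summed over the zone, the log2 level of normalized counts was 20.89 ± 0.55 (SD, n = 2) in wild-type, 19.14 ± 0.74 (SD, n = 3) in Δfkh2, 18.17 ± 0.66 (SD, n = 3) in Δprw1 and 20.24 ± 0.01 (SD, n = 2) in clr6-1. Every mutant library lay below both wild-type libraries. The 2-sided exact permutation p was 0.2 for Δfkh2, 0.1 for Δprw1, the smallest that 3 libraries against 2 allow, and 0.333 for clr6-1, the smallest that 2 against 2 allow, so these tests could not pass 0.05. Of the windows of all zones, 481 were called reduced in all 3 mutants, 437 of them in the spreading zone. All 540 windows reduced in Δfkh2 were also reduced in at least 1 other of the 4 mutants. The comparisons share the same wild-type libraries and fit, so part of this overlap is built in. On simulated counts with the dispersion of these data, the test recovered 46% of 200 windows that had been changed 4-fold, so windows that were not called can hold changes of this size.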

We independently validated these effects by ChIP-qPCR, additionally examining the *Δfkh2Δprw1* double mutant (**S10 Fig**). The effects are most prominent at pericentromeres and sub-telomeric regions, as evidenced both by separation of the 95% confidence intervals of the mutant versus wild-type signal tracks and the differential enrichment analysis in the non nucleator regions (light gray, **Figs 5D–5F** and **S9B–S9E**). 

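Of the 279 spreading windows at pericentromeres, 189 (67.7%) were called reduced in Δfkh2, 263 (94.3%) in Δprw1 and 234 (83.9%) in clr6-1. Of the 391 at subtelomeres, the counts were 263 (67.3%), 342 (87.5%) and 264 (67.5%). At centromere II, shown in Fig 5D, 39, 55 and 51 of 66 spreading windows were reduced, and at the left and right subtelomeres of chromosome II, 57, 66 and 59 of 69 windows and 73, 94 and 71 of 120 windows. The 3 pericentromeres ranged in Δfkh2 from 59.1% of windows at centromere II to 76.4% at centromere III. At the MAT locus, 17 of 90 windows were reduced in Δfkh2, 45 in Δprw1 and 5 in clr6-1.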

Clr6 mutants also have strong effects at heterochromatin islands, with severe loss of H3K9me2 (**Fig 5G–5I**). 

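At the 3 islands, 20 of the 25 windows were called reduced in Δfkh2, 21 in Δprw1 and 21 in clr6-1. All 6 windows of mei4, on chromosome II from 1473068 to 1475285, were reduced in each mutant, with median log2 fold changes of -2.44, -3.73 and -3.69. At ssm4, on chromosome I from 4534674 to 4536736, 7, 7 and 8 of 10 windows were reduced, and at mcp7, on chromosome I from 578450 to 579948, 7, 8 and 7 of 9 windows. The log2 level summed over the islands was 14.58 ± 0.50 (SD, n = 2) in wild-type, 12.18 ± 0.50 (SD, n = 3) in Δfkh2, 11.47 ± 0.02 (SD, n = 3) in Δprw1 and 11.52 ± 0.03 (SD, n = 2) in clr6-1. These differences of -2.40, -3.10 and -3.05 exceeded the spread between replicates, with each mutant library below both wild-type libraries (2-sided exact permutation test, p = 0.1 for Δfkh2 and Δprw1 and 0.333 for clr6-1, the smallest p for these numbers of libraries).

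**Figure D2:**
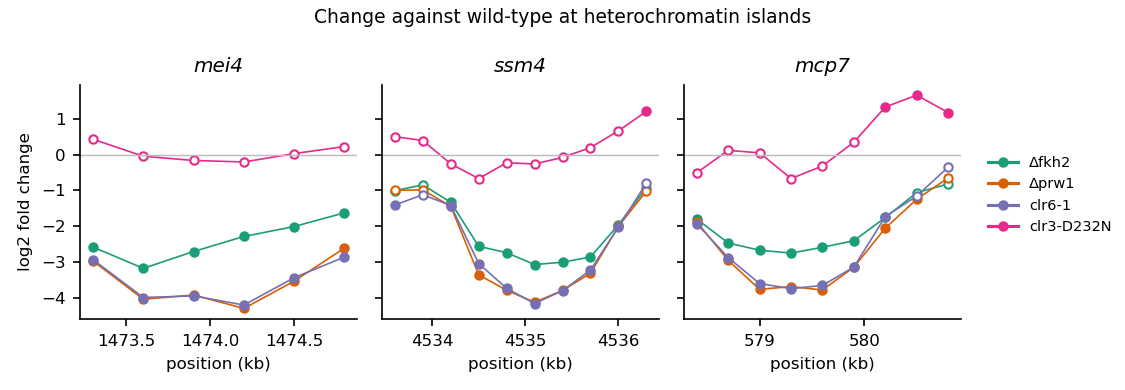
Log2 fold change against wild-type (vertical axis) of each 300bp window along mei4, ssm4 and mcp7 (horizontal axis, kb), 1 line per mutant, from the fit of all libraries. Filled points are called windows and open points are not, and the clr3-D232N line stays between -0.67 and 1.67 while the other mutants fall to between -2.75 and -4.30.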

Critically, *Clr6* mutants show minimal defects in H3K9me2 accumulation at nucleation sites (dark gray), especially those driven by RNAi, i.e. *cenH* at MAT, the *dg* and *dh* repeats at the pericentromere, and homologous repeats at the subtelomeric *tlh1/2* gene (**Figs** **5D–5F**, **5J**, **S9B–S9E**, and **S11**), further reinforcing the notion that Clr6 complexes largely do not contribute to heterochromatin assembly during nucleation, but instead are essential for spreading.

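In the nucleation zone, 32 of 376 windows (8.51%) were called reduced in Δfkh2, 13 (3.46%) in Δprw1 and 4 (1.06%) in clr6-1. At an unadjusted p below 0.05, the numbers lower than wild-type were 257, 81 and 4. The median log2 fold change was -1.86 in Δfkh2, -1.03 in Δprw1 and 0.27 in clr6-1. With an adjusted p below 0.05 in place of 0.005, 239 windows were called reduced in Δfkh2 and 56 in Δprw1. At the 39 windows of tlh1 and tlh2, none was called in these 3 mutants, also without adjustment. The log2 level summed over nucleation windows was 22.79 and 21.88 in the wild-type libraries, 19.84, 21.38 and 20.21 in Δfkh2, 20.25, 22.37 and 20.75 in Δprw1, and 22.64 and 22.80 in clr6-1. The 3 Δfkh2 libraries lay below both wild-type libraries (2-sided exact permutation test, p = 0.2), while Δprw1 replicate B lay between them and replicates A and C below both (p = 0.3 by the same exact test) and clr6-1 did not differ beyond the replicate spread (p = 0.667 by the same exact test). Spreading relative to nucleation, the log2 ratio of the sums within a library, needs no scaling between libraries. It was -1.51 and -1.37 in wild-type, between -3.47 and -2.63 in Δprw1 and -2.56 and -2.41 in clr6-1, below wild-type in each of these 5 libraries. In Δfkh2 it was between -1.45 and -1.17, overlapping wild-type. Taken by location, the ratio of Δfkh2 was lower than wild-type at subtelomeres (difference -0.75, 2-sided exact permutation test, p = 0.1, the smallest possible). At pericentromeres it was not lower, with a difference of 0.24 (p = 0.3 by the same exact test). In clr6-1 the subtelomere ratio fell partly through a rise of 1.03 in the level at tlh1 and tlh2, with both libraries above both wild-type libraries. Its spreading level there differed by -0.54. In Δfkh2 and Δprw1 the level at tlh1 and tlh2 differed by -1.04 and -0.44. With the 3 mutants pooled (n = 8), the ratio differed from wild-type by -1.56 at subtelomeres (2-sided exact permutation test, p = 0.0222, the smallest possible). Pooling treats libraries of 3 genotypes as replicates, and the plan did not name this test. The pooled difference was -0.71 at pericentromeres (p = 0.356 by the same exact test) and -0.79 over all locations (p = 0.267 by the same exact test). The paper takes minimal H3K9me2 defects at nucleation sites as reinforcing the notion that Clr6 complexes are essential for spreading and have little part in nucleation. Its Discussion leaves open that other HDACs mask Clr6 activity at nucleation sites.

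**Figure D3:**
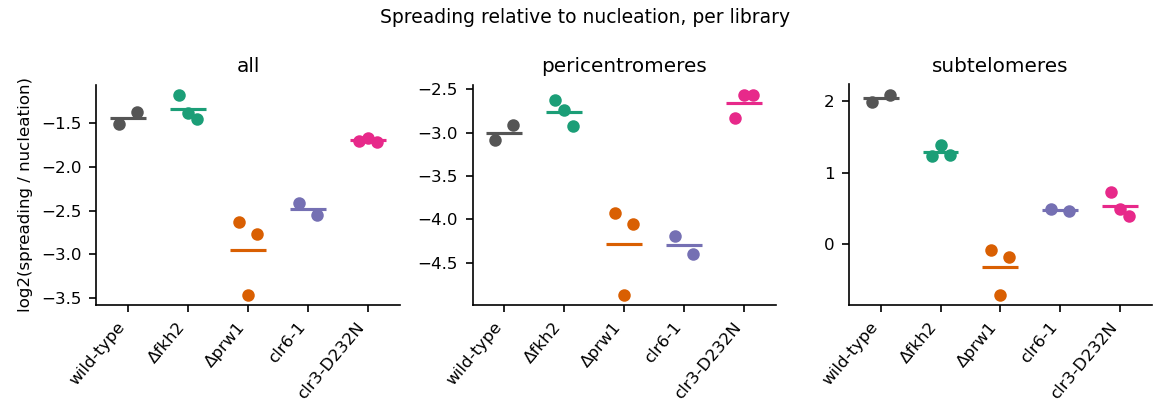
Log2 ratio of the summed counts of spreading windows to those of nucleation windows (vertical axis) per library (points) and genotype mean (lines), over all locations, at pericentromeres and at subtelomeres. Δprw1 and clr6-1 lie below wild-type in each panel, and Δfkh2 at subtelomeres.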

Interestingly at the MAT locus, the effect tends to be restricted to regions that are centromere-distal to *cenH* (**Figs 5J** and **S9B**), near the location of “orange” (**S1 Fig**). This effect on spreading does not appear to impact the region near *REII*, which is centromere-proximal relative to *cenH*. This may indicate that Clr6 works redundantly with other regulators at the MAT locus to promote heterochromatin spreading. 

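The mating type contig of the count tables holds 65 windows over 20128 bases. Its sequence was not used here, so cenH was not placed on it, and the contig is described in 4 parts of 5kb. In Δprw1, 15 of 16 windows from 15 to 20kb were called reduced, against 6 of 16, 4 of 17 and 2 of 16 in the parts before it, with medians of -2.63 against -1.74, -1.41 and -1.62. Δfkh2 had 4 reduced windows in the last part and 2, 1 and 0 in the others, where its medians were -1.30, -1.38 and -1.23. In clr6-1 the counts were 2 in the last part and 1, 0 and 0 in the others. The medians of clr6-1 over the 4 parts were 0.43, 0.34, 0.33 and 0.10, and that of Δfkh2 in the last part was -1.43, so most windows of these 2 mutants differed little between the parts. The window from 17101 to 17400 had log2 fold changes of -2.78 in Δfkh2, -5.55 in Δprw1 and -2.43 in clr6-1. Both ends of the locus lie in inverted repeats of 2082 bases that are 99.9% identical, from 2129230 to 2131311 and from 2135018 to 2137098 on chromosome II, so windows at either end can hold reads of the other. On chromosome II itself, to the right of mat3-Mc, 6 of 11 windows were reduced in Δfkh2, 9 in Δprw1 and 2 in clr6-1.

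**Figure D4:**
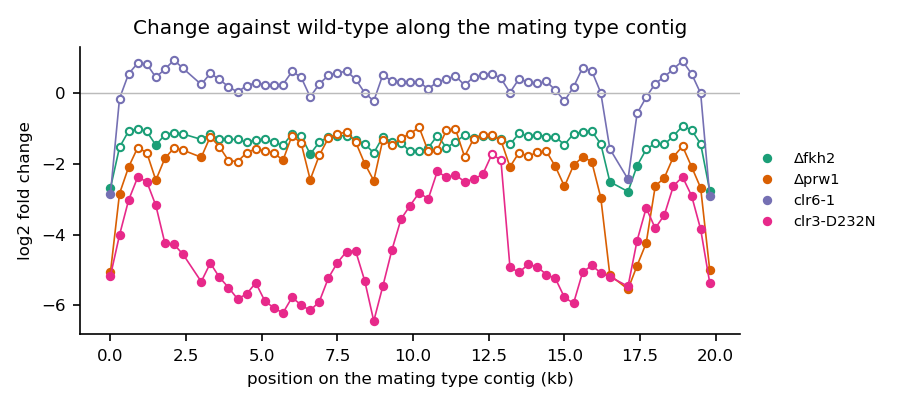
Log2 fold change against wild-type (vertical axis) of each 300bp window along the mating type contig (horizontal axis, kb), 1 line per mutant, with called windows filled. Away from the outermost windows, the deepest drop of Δprw1, Δfkh2 and clr6-1 lies between 15 and 20kb.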

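On chromosome II, 14 windows lay over mat3-Mc and to its left, from 2129401 to 2133600. None of them was called reduced in clr6-1, where their median log2 fold change was 0.58, while 4 were reduced in Δfkh2 and 9 in Δprw1, with medians of -1.16 and -2.09. Farther left, outside the locus, 17 windows from 2118301 to 2128500 had 5 reduced in Δfkh2, 17 in Δprw1 and 4 in clr6-1. To the right of the locus, 4 windows from 2138101 to 2144100 had 3 reduced in Δfkh2, 4 in Δprw1 and 3 in clr6-1.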

We also tested if the relatively localized effect of on H3K9me2 to the right side of *cenH* is an artefact of the “orange” reporter insertion. We generated *clr6-1* and *Δprw1* without any reporter genes and found, similar to *MAT ΔREIII*, a reduction in K3K9me2 accumulation to the right of *cenH* (**S11 Fig**). This indicates that the loss H3K9me2 observed in the ChIP-seq is not due to the insertion of reporters.

In contrast, *clr3-D232N* shows strong H3K9me2 accumulation defects at all major nucleation centers as well as the distal regions (**Fig 3E–3H**), even though some residual H3K9me2 is evident at nucleation centers. This is consistent with the view that spreading is dependent on successful heterochromatin assembly at nucleation sites. 

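In clr3-D232N, 320 of the 376 nucleation windows (85.1%) were called reduced, with a median log2 fold change of -2.77. By location these were 317 of 337 windows at pericentromeres, with 71 of 78, 81 of 90 and 165 of 169 at centromeres I, II and III, but 3 of 39 at tlh1 and tlh2, where the median was -1.72 and 36 windows were lower at an unadjusted p below 0.05. In the spreading zone 530 windows (79.1%) were reduced, and at MAT 88 of 90. The log2 level of nucleation windows was 19.57, 19.73 and 19.96 in the 3 libraries, each below both wild-type libraries (difference -2.58, 2-sided exact permutation test, p = 0.1, the smallest for 3 libraries against 2). The difference in the spreading zone was -2.84. On the mating type contig, the reduction was smallest from 10 to 15kb, with a median log2 fold change of -2.66 against -4.68, -5.46 and -4.52 in the other parts. Spreading relative to nucleation fell by 1.51 on the log2 scale at subtelomeres and rose by 0.35 at pericentromeres. The pericentromeres differed, with 0.79 at centromere I and 0.52 at centromere III but -0.23 at centromere II, where each library lay below both wild-type libraries.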

The sole exception are heterochromatin islands, where surprisingly, *clr3-D232N* shows increased H3K9me2 accumulation, possibly due to redistribution from RNAi nucleation centers elsewhere (**Fig 5G–5I**).

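In clr3-D232N, 4 of the 25 island windows were called increased and none reduced. The increased windows were 3 adjoining windows of mcp7, from 580201 to 581100 on chromosome I, and 1 of ssm4, from 4536301 to 4536600, at the edges of these islands. They reached log2 fold changes of 1.67 and 1.21. None of the 6 mei4 windows was called, with changes from -0.20 to 0.43. The median over all island windows was 0.05. Summed over the islands, the log2 level of clr3-D232N was 14.64 ± 0.41 (SD, n = 3), 0.061 above wild-type, which is within the spread between replicates (2-sided exact permutation test, p = 0.8). Relative to the nucleation windows of the same library, island counts rose by 2.64 on the log2 scale. Scaled by the total count of the 5kb bins, 15 island windows were called increased.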

We further analyzed the different impact of Clr6 and Clr3 on H3K9me2 at nucleation sites and distal regions using volcano plots. We compared differential H3K9me2 enrichment in *Δfkh2*, *Δprw1*, *clr6-1*, and *clr3-D232N* relative to wild-type (**S12A‒S12H Fig**). 

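The difference between clr3-D232N and each Clr6-related mutant was tested directly as a contrast of the same edgeR fit. Compared with Δfkh2, 381 windows were lower and 62 higher in clr3-D232N. Compared with Δprw1 the counts were 50 and 105, and compared with clr6-1 they were 618 and 85. Of the windows reduced against wild-type, 366 were reduced in clr3-D232N alone, 282 of them in the nucleation zone. Another 144 were reduced in at least 1 Clr6-related mutant and not in clr3-D232N, of which 108 lay in the spreading zone and 22 at islands. In all 4 mutants, 407 windows were reduced, 389 of them in the spreading zone.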

While all mutants have significantly reduced enrichment relative to wild-type at distal sites subject to spreading, these plots reveal key features that separate the phenotype of the Clr6C mutants from *clr3-D232N*: We find, (1) that nucleation center sequences are significantly reduced in the *clr3-D232N* versus wild-type comparison, but not in Clr6 complex mutant compared to wild-type. This further indicates that *clr3-D232N*, but not Clr6 mutants, show significant H3K9me2 accumulation defects at nucleation centers. In addition, this analysis reveals (2) that, in comparison to wild-type, *clr3-D232N* shows significantly increased H3K9me2 enrichment at euchromatic sites, namely islands, which is absent for the Clr6-related mutants (S12D and **S12H Fig**).

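In the nucleation zone, 362 windows were lower in clr3-D232N than in clr6-1, with a median log2 difference of -3.01. Only 18 were lower than in Δfkh2, with a median of -0.85, and none was called against Δprw1, where the median was -1.69 and 306 windows were lower at an unadjusted p below 0.05.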

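Over libraries, the log2 level of nucleation windows was 19.75 ± 0.20 (SD, n = 3) in clr3-D232N and 21.28 ± 1.19 (SD, n = 8) in the Clr6-related mutants together, a difference of -1.52 (2-sided exact permutation test, p = 0.0485). The ranges overlapped, since the lowest Δfkh2 library lay below the highest clr3-D232N library. The plan did not name the pooled tests of levels, here and at the islands below. The planned pooled test, of spreading relative to nucleation, gave a difference of 0.53 over all locations (2-sided exact permutation test, p = 0.297). It was 1.06 at pericentromeres (p = 0.0727 by the same exact test) and 0.05 at subtelomeres (p = 0.909 by the same exact test).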

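Of the 13 windows increased in clr3-D232N, 4 lay at the islands described above and 9 elsewhere. Islands here are mei4, ssm4 and mcp7 alone, while the paper's euchromatic category takes in every listed island, HOOD and region. The 9 other windows were not compared with that list. Of these 9, 5 lay over num1 on chromosome II, 1 over mug8, 1 near mug9 and 2 toward the ends of chromosome III. None of the windows increased in Δfkh2, Δprw1 or clr6-1 lay at an island, and no island window was higher in these mutants at an unadjusted p below 0.05. All 25 island windows were higher in clr3-D232N than in each of the 3 Clr6-related mutants, with median log2 differences of 2.52, 3.39 and 3.09 against Δfkh2, Δprw1 and clr6-1. The summed level differed by 2.89 on the log2 scale (2-sided exact permutation test, p = 0.00606, the smallest for 3 libraries against 8).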

Finally, we assessed if these effects on H3K9me2 in Clr6 mutants are also evident for the major repressive mark, H3K9me3. We conducted H3K9me3 ChIP-qPCR and examined MAT, telomere, islands and a pericentromere II-distal locus (**S13 Fig**). Our results show that H3K9me3 is depressed at distal sites in *clr6-1* and *Δfkh2* relative to wild-type. This is consistent with our prior work on H3K9me spreading within MAT [24], showing H3K9me3 declines in concert with H3K9me2 at nucleation-distal sites. This is not surprising, since H3K9me3 is required for H3K9me2 spread via the Clr4 chromodomain [18,49]. Overall, these analyses reinforce the view that Clr6 primarily acts by promoting nucleation-distal spreading of H3K9me. This effect is highly localized within MAT, indicating either that Clr6 largely impacts gene silencing functions that are downstream from heterochromatin assembly, or multiple redundant factors work in concert with Clr6 to spread H3K9me at MAT.

### Fkh2 is part of several Clr6 complexes *in vivo*

Fkh2 was previously shown to physically associate with Clr6 [47], and we confirmed that Fkh2 associates with Clr6, and also Sds3 by co-immunoprecipitation (**S14A Fig**). The co-immunoprecipitation with Sds3 suggests that Fkh2 can associate with Clr6 I complexes, which are typified by Sds3 (**S14A Fig**) [44]. To assess whether Fkh2 stably integrates into Clr6 complexes, we performed sucrose gradient fractionations of cellular lysates, similar to prior analyses [44], using a Fkh2-TAP fusion and epitope-tagged Clr6 (Clr6-13MYC; Fkh2-TAP) or epitope tagged Sds3 (TAP-Sds3; Fkh2-13MYC). Our results can be summarized as follows: Fkh2 likely associates with Clr6 complexes Clr6 I′ [44], the related Clr6 I″ complexes [47], as well as Clr6 II. We based this assessment on the fact that Fkh2-TAP co-migrates with at least two Clr6 complexes, a smaller and a larger complex. The large complex migrates in fraction 10 in the Fkh2-TAP: Clr6-13MYC experiment (**Figs 6A** and **S14C**), and peaks in fractions 9–10 in the TAP-Sds3: Fkh2-13MYC experiment (**S14B Fig**). Given that this fraction contains the peak of Sds3, it likely represents a mixture of the large complexes I′ and I″ [44]. Separately, Fkh2 associates with a smaller Clr6 complex in fractions 5–7 in the Fkh2-TAP:Clr6-13MYC experiment (most abundant in fraction 7), which based on prior analysis [44] likely represents Clr6 II. Fkh2-TAP also migrated in an apparent free form (fraction 2, **Fig 6A**), consistent with its role as a transcription factor [50,51]. Next, we sought to address if this co-migration indicates stable Clr6 complex association. We predicted that the migration pattern of Fkh2 would change in mutants of core Clr6 complex members. When we performed sucrose gradient analysis with Fkh2-13MYC (as opposed to Fkh2-TAP above) in the *Δprw1* mutant, we found that the peaks associated with bound, but not free, Fkh2-MYC are shifted towards lower molecular weight by one fraction; this was seen for both, large and small Clr6 complexes (**Fig 6B**). We note that in this experiment, more Fkh2-MYC was detected in lower molecular weight migrating complexes. Therefore, we conclude that Fkh2 is a *bone fide* member of Clr6 complexes.

**Fig 6:**
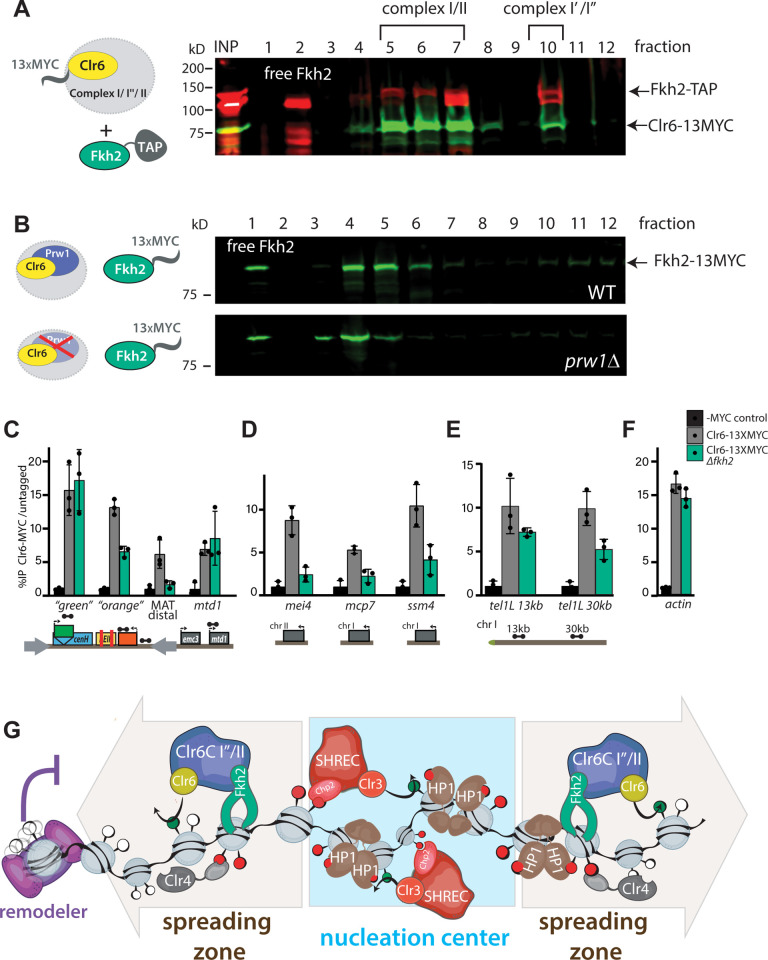
Fkh2 is a resident member of multiple Clr6 complexes and directs Clr6 to nucleation-distal heterochromatin regions. **A.** Fkh2 co-migrates with medium sized and large Clr6 complexes. Western blot against TAP (red) and MYC (green) on fractions of a sucrose density gradient of whole cells extract containing Fkh2-TAP and Clr6-MYC. Fkh2 migrates as a free protein on top of the gradient and in both major peaks of Clr6. Complex annotation based on [44]. **B.** Fkh2 migration in sucrose gradients depends on Prw1. Western blot against MYC (green) on fractions of a sucrose density gradient of wild-type (WT) or Δ*prw1* whole cell extract containing Fkh2:MYC. While the free Fkh2 fraction is not affected by the absence of Prw1, the medium and large peak fractions shift towards the top of the gradient. **C.-F.** Clr6 chromatin localization in heterochromatin spreading areas and heterochromatin islands depends partially on Fkh2. Clr6:MYC ChIP qPCR in wild-type (Clr6-13XMYC) or Δ*fkh2* (Clr6-13XMYC Δ*fkh2*) background relative to an untagged (-MYC) control, in *MAT ΔREIII* at the HSS reporter and downstream (**C.**), heterochromatin islands (**D.**), tel1L (**E.**), and *act1* (**F.**). Error bars indicate 1SD of three replicates. **G.** Model for control of heterochromatin spreading by Clr3, Clr6 and chromatin remodeler complexes. The Clr3- containing SHREC complex is essential for heterochromatin assembly at noncoding RNA-driven nucleation centers, such as *cenH*, *dg/dh* repeats or *tlh1/2*. There, SHREC activity enables normal HP1 and Clr4 H3K9 methylase activity. In the spreading zone, Fkh2-containing Clr6 complexes (complex I″ or complex II) are required to propagate H3K9 methylation and gene silencing. Fkh2 recruits Clr6 to nucleation center-distal chromatin. Chromatin remodelers repel spreading via nucleosome destabilization, thus hinder the “guided-state” nucleosome-to-nucleosome spreading mechanism of Clr4.

### Fkh2 helps direct Clr6 to nucleation-distal heterochromatin sites

We next sought to understand how Fkh2 helps Clr6 spread H3K9me2 or gene silencing. One trivial possibility is that Fkh2 promotes the transcription of major heterochromatin components, independent of its association with Clr6 complexes. To test this notion, we performed RT-qPCR for 9 heterochromatin regulators, which were chosen to represent the major complexes ClrC, RITS, Clr6, and SHREC. We also separately queried the key heterochromatin assembly factor gene *swi6*. We do not observe any significant reduction of these transcripts in *Δfkh2* compared to wild-type (**S15 Fig**), suggesting that Fkh2 acts via another mechanism. We next tested whether Fkh2 affects the chromatin localization of Clr6. Using ChIP, we tracked the chromatin association of Clr6-13MYC at various heterochromatic loci in WT or *Δfkh2* in the *MAT ΔREIII* heterochromatin spreading sensor background. At the MAT locus, Clr6-13MYC was efficiently detected above background signal (untagged control) at *cenH* “green” or at *mtd1*, a euchromatic gene outside the *IR-R MAT* boundary. At these loci, Clr6 recruitment was unaffected by the absence of Fkh2 (**Fig 6C**). However, at “green”-distal sites, namely the “orange” reporter and a more boundary proximal site (“MAT distal”), *fhk2* deletion reduced Clr6 localization. Similarly, *Δfkh2* affected Clr6 localization at the heterochromatin islands *mei4*, *mcp7*, and *ssm4* (**Fig 6D**). At telomeres, where *Δfkh2* also had a significant impact on H3K9me2 spreading, we also found a significant reduction in Clr6 chromatin association at distal sites (**Fig 6E**, 30kb) but not at the euchromatic control locus, *act1* (**Fig 6F**). Therefore, it appears that one role of Fkh2 in promoting heterochromatin spreading is to strengthen the recruitment of Clr6 to nucleation-distal heterochromatic sites.

## Discussion

The formation of a heterochromatin domain requires three interconnected steps: DNA-sequence driven nucleation, assembly of heterochromatin structures, and the lateral spreading to neighboring regions. It remains poorly understood whether the distal propagation of gene silencing or the heterochromatin structure itself has locus-specific requirements, and whether the genetic circuitry directing proximal and distal events overlap or are separable. Our reporter allows us to separate requirements for nucleation-proximal and distal silencing and thereby pinpoint which factors are necessary to drive or restrain it at different genomic loci. A key finding is that variants of the Clr6 HDAC complex are specifically involved in distal heterochromatin spreading and/or silencing. In contrast, a broad class of chromatin remodelers antagonize nucleation-distal heterochromatin silencing. Additionally, we find that different chromatin contexts have specific requirements for distal silencing. For example, the SAGA complex promotes heterochromatin spreading in a euchromatic context.

Several HDACs are involved in heterochromatin regulation in fission yeast, Clr6, Clr3 and Sir2. Of those, we find that Clr6 has a disproportionate effect on nucleation-distal sites. In contrast, the striking loss of silencing and H3K9me2 accumulation at nucleation sites in *clr3* mutants indicate that Clr3 either primarily impacts nucleation, which precedes spreading, or that it affects both processes (**Figs 1E, 1G, 1I, and 5** and **S9**). We note that while Clr3 is thought to be required for silencing at nucleation centers, for example at *REIII* and *cenH* [2,26,45], the literature on the impact of *clr3* gene deletions on the distribution of H3K9me2 is mixed, showing either no [2] or significant loss [31]. We believe that the strong loss of H3K9me2 we observe in *clr3-D232N* closely reflects the native function of the gene, given that prior analysis of this mutation indicates a very similar degree of loss of function [45]. The variable results for *Δclr3* may reflect compensation that occurs in strains carrying null versus other loss-of-function alleles [52]. Our finding that Clr6 only affects distal silencing is consistent with the finding that the *clr6-1* allele has only small impacts on transcription of the *cenH* nucleator-encoded ncRNAs [53]. Our screen showed that several, but not all members, of the recently described Clr6 complex I″ [47] and, to a lesser extent, other Clr6 complexes, promote spreading. Not all annotated Clr6 subunits share gain or loss of spreading phenotypes, suggesting that these subunits do not contribute to distal silencing but instead mediate other functions of the complex.

Fkh2 prominently promotes spreading of H3K9me2 at pericentromeres and sub-telomeres and at the right side of the *MAT* locus. We find that Fkh2 is a resident member of several Clr6 complexes, the I′,I″, and II types (**Fig 6A** and **6B**). These results indicate two possible, nonexclusive interpretations: 1. the composition of different Clr6 subcomplexes *in vivo* is more dynamic than previously thought; 2. a number of different, preassembled Clr6 complexes can associate with Fkh2, which imparts a role in spreading regulation. Interestingly, the Set3-submodule that typifies the Rpd3L-Expanded complex [54] has a distinct spreading-antagonizing behavior (**Fig 4C**). This is in contrast with prior findings on the Set3 complex, where it was shown to exhibit a mild positive role at pericentromeres [55]. Taken together, our data suggest a division of labor between Clr3 and Clr6, with Clr3 majorly impacting heterochromatin assembly at nucleation sites and Fkh2-containing Clr6 complexes function to spread heterochromatin structures and/or silencing outward (**Fig 6G**). However, a formal possibility remains that these deacetylases function in similar ways, with the activity of Clr6 at nucleation sites masked by the activity of other HDACs. The observation that heterochromatin spreading at the MAT locus is weakly affected while gene silencing is strongly affected indicates that other pathways, such as FACT [38,56], may act redundantly with Clr6 in heterochromatin spreading. It is also possible that Clr6 is primarily involved in distal propagation of gene silencing via its deacetylation function, which when lost indirectly weakens heterochromatin at certain loci.

What mediates the spreading-specific role of Clr6 complexes? One possible explanation is that they act in conjunction with the histone chaperone Asf/HIRA, which cooperates with Clr6 in gene silencing at ncRNA nucleators [53]. However, we do not favor the idea that this pathway mediates distal silencing, since Asf/HIRA subunits Hip1, Hip3 and Slm9 have mild or no phenotypes for distal silencing in *MAT* contexts. Asf/HIRA mutant phenotypes were more pronounced in *ECT*, a context that is less reliant on Clr6 for spreading (**Fig 1,** see below). We believe that Fkh2 plays a key role in imparting this spreading-specific role for Clr6. Fkh2 is a transcription factor that regulates meiotic genes in *S*. *pombe* [50,51,57]. However, the observation that loss of Fkh2 impacts H3K9me2 spreading at non-nucleator sites (over grey feature annotations, **Figs 5 and S9B–S9E**) raises two possibilities: 1. Fkh2 acts via its canonical sequence binding capacity. In this case, Fkh2 may exhibit DNA binding that is more degenerate than the consensus motif, or it may bind its canonical consensus sequence and regulate chromatin architecture. In support of the first, while Fkh2 is described as a DNA binding transcription factor that recognizes specific motifs [57,58], Fkh2 appears to be found on many regions of the chromosome, including at the left side of the pericentromere (*cen II*), the MAT locus and several other locations (genome browser, pombase tracks from [58]). Alternatively, rather than binding locally along chromatin, Fkh2 may also act as a chromatin organizing protein, as has been previously shown [59]. It is conceivable that Fkh2 creates chromatin environments that are conducive to nucleation-distal Clr6 recruitment, either by tethering to a nuclear compartment such as the nuclear periphery [38] or via chromatin conformational or biophysical changes [60,61]. 2. It is possible that Fkh2 acts in a transcription factor-independent fashion, recognizing features of nucleation-distal regions through regions other than its sequence-specific binding domain. Instances of transcription factors executing key functions independent of DNA binding, but via protein-protein interactions, have been demonstrated for example in plants [62]. We find that Fkh2 promotes the recruitment of Clr6 complexes to the spreading zone (**Fig 6C–6E**). The spreading-specific role of Clr6 complexes may be additionally supported by other known recruitment mechanisms, for instance a pathway involving HP1/Swi6 [1,5,63]. While the precise mechanism of Fkh2-mediated Clr6 recruitment will be the subject of further studies, our results unambiguously demonstrate that Fkh2 typifies a specific functional mode of the conserved HDAC Clr6/RPD3 among its numerous essential activities in gene regulation [64]. Given that Fkh2 resides within Clr6 complexes (**Fig 6A** and **6B**), we favor the view that it directly participates in regulating spreading of gene silencing or H3K9 methylation.

Beside the positive regulation of heterochromatin spreading detailed above, our results show that several classes of chromatin remodelers, including Ino80, Swr1C, SWI/SNF and RSC, antagonize nucleation-distal silencing. This broad antagonism contrasts with more specific functions uncovered previously for Ino80/Swir1C [37]. As seen for Clr6, not all subunits in remodeling complexes show a spreading phenotype. Remodelers have been implicated in negatively regulating heterochromatin function by creating specific nucleosome free regions (NFRs, [65]) that antagonize heterochromatin. Since NFRs may be roadblocks to spreading [66,67], it is possible that remodelers employ this mechanism to restrain heterochromatin spreading globally. In addition, remodelers such as SWI/SNF and RSC generally destabilize nucleosomes [68,69], leading to increased turnover [70], which would antagonize heterochromatin spreading. This increased turnover may be tolerated at ncRNA nucleation sites, where turnover is at near euchromatic levels [24], likely due to ncRNA transcription [29,71]. This would suggest that regulation of nucleosome stability has a particular significance at distal, but not nucleation sites.

Beyond the finding of Clr6 and remodelers in promoting and antagonizing heterochromatin spreading, respectively, this study uncovered several locus- and nucleator-type-specific pathways. Here we would like to highlight two main observations:

1. Distinct factors are required for similar nucleators in different chromatin environments. *ECT* and *MAT ΔREIII* are both driven by related ncRNA nucleators (*dh* and *cenH*, respectively) and have remarkably similar behaviors with respect to nucleation and spreading across the cell population [24]. Efficient spreading, specifically at *ECT*, requires Hip1, and moderately Slm9, which code for a key subunits of the HIRA H3/H4 chaperone. HIRA has been implicated in stabilizing heterochromatic nucleosomes [53]. Hence, given that transcribed chromatin is known to destabilize nucleosomes, it seems likely that this specific requirement reflects the challenge faced by heterochromatic domains when expanding within gene-rich chromatin. *ECT* is also particularly reliant on the SAGA complex for spreading (**Figs 4A** and **S4**). This may seem counterintuitive initially, as SAGA has been shown to be recruited by Epe1 to antagonize heterochromatin assembly at constitutive sites [72]. In fact, in our screen SAGA plays a less prominent role in the MAT context. This requirement for SAGA at *ECT* may be connected to the observation that SAGA can modulate the chromatin recruitment of remodelers, such as SWI/SNF, via direct acetylation [73]. Therefore, one possible explanation that remains to be tested for the SAGA phenotype we observe is acetylation of SWI/SNF and possibly other remodelers that antagonize spreading, releasing them from chromatin.

2. Spreading from qualitatively different nucleators within the same environment, namely *REIII* and *cenH*, also differs in sensitivity to different mutants. The significant overlap in factors between *WT MAT* and *MAT ΔREIII* indicates that heterochromatin formation at MAT is dominated by the ncRNA nucleator *cenH*, in agreement with our previous findings [24]. The *REIII* element, which nucleates heterochromatin independent of ncRNA [23], has different requirements. For example, ncRNA-independent spreading at *REIII* (MAT *ΔcenH*) is uniquely promoted by the TORC2 pathway Gad8 kinase, consistent with a previous report implicating Gad8 for MAT silencing [74]. While Gad8 is reported to target Fkh2 for phosphorylation, *Δfkh2* has very weak effects on MAT *ΔcenH*. Other potential phosphorylation targets of Gad8 in promoting spreading from *REIII*, if it acts through its kinase function, remain to be established. We note that *REIII* can confer a high propensity for local intergenerational inheritance of silencing [24,39]. Therefore, a formal possibility for spreading defects in the MAT *ΔcenH* context, or others with high intergenerational stability, is that the genes identified are required for the maintenance of silencing outside the nucleator, rather than the initiation of silencing across the distal locus.

In this work, we defined the regulation of nucleation-distal gene silencing, which has specific chromatin context-dependent requirements that are separate from the regulation of silencing at nucleation centers. While similar nucleation elements likely rely on common mechanisms, the success of heterochromatin mediated distal silencing appears to depend on the chromatin context and particularly differs in gene-rich versus gene-poor chromatin. Our findings have implications for directing gene silencing during cellular differentiation. In this situation, regions that have previously been in a transcriptionally active state are invaded by heterochromatin and will therefore compete for core spreading factors in a dosage limited system [75,76]. We note that several of the factors we identify as critical to regulating spreading in euchromatinic environments are conserved in metazoans, indicating that they may contribute to differentiation through heterochromatin control in these organisms.

## Materials and methods

### Mutant generation for genetic screen

We generated a 408 gene deletion mini-library that represents a subset of the *S*. *pombe* Bioneer deletion library, focused on nuclear function genes. The library (**S1 Table**) was assembled via three criteria: 1. ~200 genes coding for proteins have a “nuclear dot” appearance in a high-throughput YFP- tagged“ORFeome” screen ([77], also used in [34]). 2. ~50 deletions of central *S*. *pombe* DNA binding transcription factors. 3. ~150 gene deletions selected based on their annotation as chromatin regulation-related functions (majority of this set), or prior preliminary data indicating a role in heterochromatin function. Deletions that grow poorly in rich media were eliminated. Several Bioneer collection mutants were independently validated and produced *de novo*. For the ectopic locus HSS reporter strain, the screen was performed essentially as described [8]. Briefly, the parent HSS reporter strain was crossed to the library. Crosses were performed as described [8,24,40,78] using a RoToR HDA colony pinning robot (Singer). For the MAT HSS reporter strains, the screen was performed essentially as described [8] with the exception that crosses were generated using a 96 well manual pinner. Note that the *MAT* we used an OFF isolate for *ΔcenH* [24]. This is because *ΔcenH* behaves in a bimodal fashion, producing stable ON (no heterochromatin) and OFF (heterochromatin) alleles at *MAT*. *MAT ΔcenH* isolates were picked absent any selection based on their “green” and “orange” profiles in flow cytometry [24].

In addition, three *Δclr4* mutant isolates and six individual parent isolates from each genomic context were included as controls. Crosses for the ectopic HSS strains were performed using SPAS media for 4d at room temperature, while for the MAT HSS strain crosses were performed on ME media for 3d at 27°C. For all strains, crosses were incubated for 5d at 42°C to retain spores, while removing unmated haploid and diploid cells. The ectopic HSS spores were germinated on YES medium supplemented with G418, hygromycin B, and nourseothricin. For MAT HSS strains, spores were germinated on YES medium supplemented with G418 and hygromycin B. The resulting colonies were pinned into YES liquid medium for overnight growth and then prepared for flow cytometry as described below.

### Flow cytometry data collection and normalization for genetic screen

In preparation for flow cytometry, overnight cultures were diluted to OD = 0.1 (approximately a 1:40 dilution) in rich media (YES) and incubated at 32°C with shaking of rpm for 4–6 hours. For the ectopic locus HSS strains, flow cytometry was performed essentially as described [8,24]. For the MAT locus HSS strains, flow cytometry was performed using a Fortessa X20 Dual instrument (Becton Dickinson) attached with high throughput sampler (HTS) module. With a threshold of 30,000 events, samples sizes ranged from ~1000 to 30,000 cells depending on strain growth. Fluorescence detection, compensation, and data analysis were as previously described [8,24]. Flow data derived from the genetic screen for individual strains are represented as 2d density hexbin plots in Figs 1, 2, 4, and 5 and **S2**, **S4**, S7, and S8 Figs. Dashed red and blue guidelines respectively indicate median minus 2SD of “green”/“orange”-On cells (*Δclr4* control cells with normalized fluorescence above 0.5) and median plus 2SD of “green”/ “orange”-Off cells (“red”-Only control).

### Spreading analysis

Nucleated cells were extracted using a “green”-off gate, using median of a “red”-only control plus 2 times the SD. Enrichment of cell populations in particular “orange” fluorescence ranges (Grid_n_) are calculated as Grid_n_^mut/par^: fraction of mutant population is divided by the fraction of parent population in one grid. The intervals of “orange” fluorescence used in grids are determined by: median plus 2SD of “orange”-Off cells (“red”-Only control), median minus 2 SD of “orange”-On cells (*Δclr4* control cells with normalized fluorescence above 0.5) and the median of the two. For *ECT*, instead of using a “red”-Only control strain, we adjusted the fluorescence value of a fluorescence-negative (unstained) strain by the “red” fluorescence from the *Δclr4* control. To evaluate gain of spreading phenotype, enrichment in Grid 1 in *WT MAT*, *MAT ΔREIII* and *ECT* were calculated. To evaluate loss of spreading phenotype, enrichment in Grid 3 and 4 in *MAT ΔcenH* and *WT MAT* as well as Grid 4 in *MAT ΔREIII and ECT* were calculated. The distribution of the Grid_n_^mut/par^ were plotted as swarmplots with annotation of the 85^th^ percentile and median plus 2SD of parent isolates Grid_n_^mut/par^. Gene hit lists comprised mutations above median and 2SD within the 85^th^ percentile. Upset plots were generated using the R package UpSetR [79]. Beeswarm plots were plotted using the R packages ggbeeswarm [80].

### GO complex and sub-complex analysis

#### Generating the heatmap count data

GO Complexes–Based on the GO Complex annotations [link] retrieved from pombase [42,81], GO complex membership was determined for genes identified as hits for each strain background and hit category (gain/loss). Briefly, using functions from the R package dplyr (Wickham H., François R., Henry L. and Müller K. (2020). dplyr: A Grammar of Data Manipulation. R package version 0.8.4. https://CRAN.R-project.org/package=dplyr), gene names were converted to systematic ID numbers and these systematic IDs were queried against the GO complex annotation table. The number of times a GO complex appeared per background and hit category was tabulated. Genes can be associated with any number of GO complexes depending on their annotations. However, each gene was only counted once per GO complex despite potentially being annotated to that GO complex by more than one evidence code. The unique list of GO complexes for all hits was determined and a matrix was computed representing the number of times each GO complex (row) was identified per strain/hit category (column). This counts matrix was used to generate the GO complex heatmap in Fig 3, described below.

Hit tables–Genes annotated to the seven complexes in Fig 4A and 4C and 4E were obtained from pombase [42]. *fkh2* was added to the Clr6 I″ complex given the protein contacts described previously [47]. For the unique set of genes per panel it was determined if each gene was identified as a hit in each strain background/hit category combination. The data was summarized in a counts matrix where rows represent the unique list of genes per panel and columns represent the strain background / hit category. The counts matrix for each set of genes was used to generate the heatmaps in Fig 4A and 4C and 4E as described below.

#### Generating the heatmap clustering

Using the R package ComplexHeatmap [82], both row and column dendrogram and clustering were generated using hierarchical clustering. Based on an optimal Silhouette score, the strain background / hit category (columns) were clustered into 2 clusters. The dendrogram representing complexes (Fig 3) or genes (Fig 4A and 4C and 4E) in rows were not separated because validations of the clustering by connectivity, Dunn index or Silhouette score were inconclusive. Clustering validations were conducted using the R package clValid (Brock, G., Pihur, V., Datta, S. and Datta, S. (2008) clValid: An R Package for Cluster Validation Journal of Statistical Software 25(4) URL: http://www.jstatsoft.org/v25/i04).

### Validation of strains and plasmid construction

Plasmid constructs for gene knockout validation in HSS background strains were generated by *in vivo* recombination as described [8,24]. *S*. *pombe* transformants were selected as described [24]. For microscopy, *hygMX* super-folder GFP (SFGFP) constructs for C-terminal tagging we described previously [33] were amplified with 175bp ultramer primers with homology to *apm3* or *apl5* and transformed into a Swi6:E2C *kanMX* strain. Apm3:SFGFP;Swi6:E2C and Apl5:SFGFP;Swi6:E2C strains were selected on hygromycin B and G418. For validations in PAS100 (wild-type, no HSS): *clr6-1* (PAS933) was generated by CRIPSR/Cas9 editing as described [83]. *Δprw1* (PAS932) was generated by first outcrossing the HSS from PAS799 and then crossing the progeny to PAS100. Integrations and gene knockout were confirmed by PCR and sequencing (*clr6-1*). Strains generated for this study beyond the screen can be found in S2 Table.

### Flow cytometry data collection and normalization for validation

For validation of flow cytometry experiments, cells were grown as described [8,24] with the exception that cells were diluted into YES medium and grown 5–8 hours before measurement. Flow cytometry was performed as above. Depending on strain growth and the volume collected per experiment, fluorescence values were measured for ~20,000–100,000 cells per replicate. Fluorescence detection, compensation, and data analysis were as described [8,24,33] with the exception that the guide-lines for boundary values of “off” and “on” states were determined using median of a Red-Only control plus 3 times the median absolute deviation (MAD) and median of *Δclr4* minus 2 times the MAD value respectively. Validation flow cytometry plots were generated using the ggplot2 R package [84].

### Chromatin immunoprecipitation and quantification

Chromatin Immunoprecipitation (ChIP) was performed essentially as described [8,24]. Bulk populations of cells were grown overnight to saturation in YES medium. For anti-H3K9me2 ChIP, the following morning, cultures were diluted to OD 0.1 in 25mL YES and grown for 8h at 32°C and 225rpm. Based on OD measurements, 60x10^6^ cells were fixed and processed for ChIP as previously described [24] without the addition of W303 carrier. For anti-MYC ChIP and anti-H3K9me3 ChIP, 40mL cultures were grown to OD 0.4–0.7 and then incubated Cells for anti-MYC ChIP were lysed as described [24], except that cells were bead mill homogenized for 9 cycles. Cleared chromatin for anti-H3K9me2, anti H3K9me3, or anti-MYC ChIP samples was incubated with either 1μL of anti-H3K9me2 antibody (Abcam, ab1220), 1μL of anti-H3K9me3 antibody (Millipore 07–442, lot 3782120), or 2μL anti-MYC antibody (Invitrogen, MA1-980, lot VL317116) overnight after a small fraction was retained as Input/WCE. DNAs were quantified by qPCR. For H3K9me2 and H3K9me3, percent immunoprecipitation (%IP, ChIP DNA/Input DNA) was calculated as described [24], except for S6 Fig, where a ratio of %IP queried locus/%IP *act1* is plotted. For anti-MYC ChIP, enrichment is presented as the ratio of %IP in PAS867 or 868 (Clr6:13XMYC in PAS 332 WT or Δ*fkh2*) over %IP in PAS332 (untagged). Data was plotted in Prism (GraphPad). For comparison of different preparations of ChIP samples, %IP of mutant divided by %IP of wildtype was calculated.

### ChIP-seq data collection, library preparation and sequencing

ChIP was performed essentially as above, with the following exceptions: From 60 mL cultures, 300x10^6^ cells in logarithmic phase were fixed and processed. Sheared chromatin samples were not pre-cleared with Protein A Dynabeads, and the chromatin was directly treated with 2μL of anti-H3K9me2 antibody (Abcam 1220, Lot GR3308902-4). Barcode-indexed sequencing libraries were generated from reverse-crosslinked ChIP-DNA samples using a Kapa Hyper DNA Library Preparation Kit (Kapa Biosystems-Roche, Basel, Switzerland) and NextFlex UDI adapters (PerkinElmer, Waltham, MA). The libraries were amplified with 16 PCR cycles and cleaned with SPRI bead protocol according to the instructions of the manufactures. The fragment lengths of the sequencing libraries were verified via micro-capillary gel electrophoresis on a LabChip GX Touch system (PerkinElmer). The libraries were quantified by fluorometry on a Qubit instrument (LifeTechnologies, Carlsbad, CA), and combined in a pool at equimolar ratios. The library pool was size-selected for library molecules in the lengths of 200 to 450bp using a Pippin-HT instrument (Sage Science, Beverly, Massachusetts). The success of the size-selection was verified on a Bioanalyzer 2100 instrument (Agilent, Santa Clara, CA). The pool was quantified with a Kapa Library Quant kit (Kapa Biosystems-Roche) on a QuantStudio 5 real-time PCR system (Applied Biosystems, Foster City, CA) and sequenced on a Illumina NextSeq 500 (Illumina, San Diego, CA) run with paired-end 40bp reads.

### ChIP-seq data analysis

Data processing for ChIP-seq analysis was performed as follows. Trimming of sequencing adaptors and sliding window quality filtering were performed using Trimmomatic v0.39 [85]. Filtered and trimmed paired-end (PE) reads were aligned to the *S*. *pombe* genome (Wood et al. 2002) with Bowtie2 v2.4.2 [86] using standard end-to-end sensitive alignment. An additional 6bp was trimmed from the 5’ end of each read prior to alignment. Sorted, indexed bam files were generated using SAMtools v1.12 [87]. Duplicate reads were marked with Picard tools v2.25.2 “MarkDuplicates” command. Filtered bam files were generated with SAMtools “view” with the following flags [-bh -F 3844 -f 3 -@ 4 I II III mating_type_region] to retain only properly paired reads on the listed chromosomes/contigs, and remove duplicate reads. The resulting filtered bam files were sorted and indexed with SAMtools and used for downstream genome-wide analysis. Input-normalized BigWig files for signal tracks for 25bp bins were generated from the filtered bam files with the bamCompare function from deeptools v3.5.1 [88]. To do so, the following flags were used: [—outFileFormat bigwig—scaleFactorsMethod readCount—operation ratio—pseudocount 1—extendReads—samFlagInclude 64—skipZeroOverZero—binSize 25—numberOfProcessors 4—effectiveGenomeSize 12591546 –exactScaling]. Fragments were counted once by including only the first mate of each pair and extending to the fragment size. For each genotype, 2 or 3 biological replicates were processed for downstream analysis. Initial whole genome clustering analyses on ChIP and Input samples and inspection for low signal to noise ratio in IGV prompted us to remove two outlier samples, one *clr6-1* and wild-type respectively.

BigWig files were imported into R v4.0.3 with rtracklayer v1.50.0 [89]. BigWig files were used to generate signal tracks comprised of the mean and confidence interval for each genotype in custom genome browser plots generated with the DataTrack() command from the Gviz Bioconductor package v1.34.1 [90]. As described previously (8), gene annotations were imported from PomBase [42] and converted to genomic coordinates in R v3.5.1 with the make-TxDbFromGFF function from GenomicFeatures v1.32.3 [91] and saved out to an sqlite file. This sqlite file was imported into R v4.0.3 and used to generate feature annotations for signal tracks in Gviz with the AnnotationTrack() command.

Reads from the filtered bam files for ChIP samples were counted into either 300bp windows or 5kb bins using windowCounts() function from the Bioconductor package csaw v1.24.3 [92]. Regions +/-1.5kb surrounding the following features (*ade6*, *ura4*, *fkh2*, *prw1*, *mat1-Mc*, *mat1-Mi*) were blacklisted as they represent experimental artifacts–*ade6* and *ura4* because their promoter and terminator regions are present in the reporter cassettes, *fkh2* and *prw1* because these gene’s ORFs were entirely removed in certain genetic backgrounds and mat1 genes because these regions are expressed but homologous to those found in the heterochromatic MAT locus. Global background was determined from 5kb bin count matrices and interpreted onto the 300bp windows with the csaw filterWindowsGlobal() function. Only 300bp windows where the abundance exceeded a filtering threshold of 1.7 times the global median were retained resulting in 1500 windows for further analysis.

Differential Enrichment analysis was performed on these 1500 300bp windows using the DESeq2 Bioconductor package v1.30.1 [93]. Size Factors were calculated on the count matrices in the global 5kb bins with the estimateSizeFactors() function and applied on the global enrichment filtered 300bp windows. The model matrix for the experimental design was constructed based on genotype. Normalized counts per bin were obtained with the vst() function from DESeq2 with the parameter blind = FALSE. VST transformed counts were used as an input to principal component analysis via the prcomp() R function on the top 500 most variable bins (as adapted from RNA-Seq differential enrichment workflows), or all 1500 bins. PCA plots were generated with ggplot2 v3.3.3 [84]. Differential Enrichment analysis, including estimating dispersions and fitting of a negative binomial generalized linear model, was performed with the DESeq() function. Results for pairwise contrasts between genotypes were extracted as GRanges objects with the results() function. Each of the 1500 windows was annotated as belonging to global or heterochromatin location specific nucleation/spreading/euchromatic/other categories. Volcano plots were generated with ggplot2 for each comparison by plotting -log10(padj) against log2FoldChange values. Each dot represents a 300bp region tested for differential enrichment. Dots are colored by their location annotation. Coordinates for nucleator regions are derived from feature coordinates from PomBase adjusted to a multiple of 300 so that a 300bp bin can only be annotated to one category of feature. Coordinates for spreading are defined to be between or outside of nucleator regions. Euchromatic regions are defined as coordinate ranges identified as an “island” [20], “HOOD” [94], or “region” [95] as delineated in *Supplemental Table S6* from [96]. A threshold for significance of padj (Benjamini-Hochberg adjusted p-value) < 0.005 and abs(log2FoldChange) > log2(2) was applied to the results for each comparison and these cutoff values are additionally annotated on the volcano plots. For each comparison, the number of significant regions of each category was tabulated. Regions called as significant for the comparison of each mutant to WT are annotated on the custom genome browser plots generated with the Gviz AnnotationTrack() command. A Venn diagram of regions where WT signal significantly exceeds signal from mutants was generated outside of the conda environment in R v4.0.5 with the venn R package v1.10.

An additional custom analysis for the MAT locus was performed starting at the genome alignment stage. A fasta file that includes the inserted “green” and “orange” color cassettes and intact *atf1/pcr1* binding sites was used was used to build a genome index for bowtie2. Alignment to this custom reference was performed with bowtie2 as above. Alignments were filtered with SAMtools to retain only properly paired reads. Multimapping and low-quality alignments were removed with a mapq filter of -q 10. In the context of this custom reference sequence, multimapping reads represent regions that align to *ura4p*, *ade6p*, and *ura4t* which are present at XFP reporter cassettes, *IR-R* and *IR-L* repetitive regions, and parts of the mating type cassettes. Duplicate reads were marked and removed with Picard tools. Sorted, and indexed bam files were generated with SAMtools. BigWig files for coverage signal tracks at 10bp resolution were generated from ChIP files using the deeptools bamCoverage function with the following flags [—outFileFormat bigwig—scaleFactor ##—extendReads—samFlagInclude 64—binSize 10—numberOfProcessors 4—blackListFileName cenH_blacklist.bed—effectiveGenomeSize 19996—exactScaling]. Bam files were scaled by a custom scaling factor (replacing ## above) that adjusts for the read count in the bam file from each sample’s the full genome alignment to the read count of the bam file with the smallest number of reads in the full genome alignment. The regions included in the *cenH* element were blacklisted in this step as they are homologous to many sequences found at the centromeres and telomeres and in this analysis represent aggregate signal from all these regions. The resulting coverage BigWig files were used to generate signal tracks in R/Gviz as described above.

### Microscopy

Swi6:E2C; Apl5:SFGFP and Swi6:E2C; Apm3:SFGFP cells were grown is YES media as described. Slides (ibidi, Cat. No. 80606) were pre-coated with 100 mg/mL lectin (Sigma-Aldrich, Cat. No. L1395) diluted in water by adding lectin solution to slide for 1 min. and removing supernatant. Cells growing in log-phase were applied to the slide and excess cells were rinsed off with YES. Cells were immediately imaged with a 60x objective (CFI Plan Apochromat VC 60XC WI) on a Nikon TI-E equipped with a spinning-disk confocal head (CSU10, Yokogawa) and an EM-CCD camera (Hammamatsu). Cells were imaged in brightfield and also excited with 488nm (SFGFP) and 561nm (E2C) lasers. Emission was collected using a 510/50 band-pass filter for GFP emission and a 600/50 band-pass filter for E2C emission. For the SFGFP and E2C channels, z-stacks were obtained at 0.3μm/slice for 11 slices total. An overlay of the maximum z-projections for SFGFP and E2C channels are shown separately from the brightfield images. Brightness and contrast were adjusted in ImageJ to clearly show both Swi6 and Apl5/Apm5 signals in the overlay. At least two isolates were imaged to confirm localization patterns.

### Reverse transcription qPCR validation of context-specific spreading mutants

For validation of context-specific spreading hits, *saf5*, *eaf6*, *pht1*, *hip1* and *gad8* mutants were crossed to PAS217 (WT-MAT), PAS332 (MAT-Δ*REIII*), PAS482 (MAT-Δ*cenH*), and PAS231 (*ECT*), respectively and mating products selected for KAN and HYG (PAS217, PAS332, and PAS482) or KAN, HYG, and NAT resistance (PAS231). For analyzing transcriptional regulation of heterochromatin regulators via Fkh2, PAS332 or PAS798 (Δ*fkh2* in PAS332) were grown as above. Two independent isolates of each strain were grown in 200μl YES in 96 well plates to log phase (OD~0.4–0.8), washed with water and flash frozen. Total RNA was extracted from cell pellets as described [24] using the Masterpure yeast RNA extraction kit (Lucigen). cDNA was produced from 2–3μg total RNA as described [24] using a dT primer and Superscript IV (Invitrogen) reverse transcriptase, followed by an RNaseH step to remove RNA:DNA hybrids. qPCR was performed with primers against *act1*, SF-GFP and mKO2, or amplicons for heterochromatin regulator transcripts indicated in S15 Fig. For *act1* qPCR, the cDNA was diluted 1:60. qPCR was performed as described [8]. qPCR amplicon primers can be found in S3 Table.

### Sucrose gradient analysis

Sucrose gradient analysis was performed essentially as in [97], with several modifications. PAS833 (Fkh2:13XMYC), PAS836 (Fkh2:TAP; Clr6:13XMYC), or PAS837 (Fkh2:13XMYC; Sds3:TAP) were grown in 50ml YES to OD~ 1, spun and washed with STOP buffer (150mM NaCl, 50mM NaF, 10mM EDTA and 1mM NaN_3_) and flash frozen. Cells were resuspended in 3ml ice cold HB-300 (50mM MOPS pH7.2, 300mM NaCl, 15mM MgCl_2_, 15mM EGTA, 60mM glycerophosphate, 0.1mM Na_3_VO_4_, 2mM DTT, 1% Triton X-100, 1mM PMSF, 200μM phenantroline, pepstatin A, leupeptin, aprotinin and 1X of EDTA-free protease-inhibitor cocktail (Roche)) and then lysed in the presence of 600μl 0.5mm zirconia beads (RPI) for 6X 1min, with 5 min rest on ice in between cycles, at the maximum setting in a bead mill homogenizer (Beadruptor-12, Omni International). The lysate was clarified by spinning at 18,000 x *g* for 20min. 500μl clarified lysate was applied to a 4–20% sucrose gradient in gradient buffer (50mM Tris-HCl pH 7.5, 50mM KCl, 1mM EDTA, 1mM DTT, 1mM PMSF, 200μM phenantroline, pepstatin A, leupeptin, aprotinin and 1X of EDTA-free protease-inhibitor cocktail (Roche)) and spun for 20hrs at 151,000 x *g* (r_av_) at 4°C in a swinging bucket rotor (Beckman SW-41 Ti). 12x 1ml fractions were collected from the gradient and incubated for 10min at RT with 100μl 0.15% deoxycholine. Proteins were then precipitated by addition of 100μl of 50% Trichloroacetic acid and incubation on ice for 30min. Precipitates were collected by centrifugation at 16,000 x *g* at 4°C for 10min and pellets washed twice in ice cold acetone and then resuspended in 2X SDS-laemmli buffer and proteins separated on 1 10% SDS-PAGE gel.

### Co-immunoprecipitation

100x10^6^ PAS 835 (Fkh2:13XMYC; Clr6:TAP) or PAS 837 (Fkh2:13XMYC; Sds3:TAP) cells were grown, lysed and the lysate clarified as above (sucrose gradient analysis) but in the following lysis buffer: 20mM HEPES pH7.6, 150mM NaCl, 1mM EDTA, 0.5% IGEPAL NP-40, 10% glycerol, 1mM PMSF, 200μM phenantroline, pepstatin A, leupeptin, aprotinin and 1X of EDTA-free protease-inhibitor cocktail (Roche)). 500μL total protein was incubated with 20μL IgG-Sepharose 6 resin (GE healthcare) for 2 hrs at 4°C with rotation. Beads were washed 4 times with lysis buffer with 350mM NaCl instead of 150mM. Proteins were eluted off washed beads in 20μL 2X SDS-laemmli buffer, separated on SDS-PAGE gels and blotted as below.

### Western blot analysis

Proteins were transferred to low-fluorescence PVDF membranes (Bio-rad) at 90min at 200mA at 4°C. Membranes were blocked in 1:1 mixture of 1XPBS: Intercept PBS blocking buffer (LiCor) and then incubated with anti-PAP (Sigma, P1291, lot 92557) or anti-MYC (Biolegend, 626802, lot B274036) at 1:1,000 either overnight at 4°C or 90 min at RT. Membranes were washed 4X in the presence of 0.2% Tween-20 and then incubated with fluorescent anti-mouse (800nm, Rockland, 610-145-003, lot 34206) and anti-rabbit (680nm, Cell Signaling, 5366P, lot 9) at 1:5,000 and 1:15,000 respectively for 1hr at RT. Membranes were washed 4X as above, transferred to 1X PBS and imaged on a LiCor Odyssey CLx imager.

## Supporting information

S1 Fig Screen of chromatin contexts with “green” and “orange” reporters. To-scale diagrams of the heterochromatin spreading sensors (without the euchromatically placed “red” reporter) in the 4 chromatin contexts used for the spreading screen (as in Greenstein et al 2018). The direction in which spreading is analyzed (“green” to “orange”) is indicated per chromatin context. **A.** *WT MAT* and *MAT ΔREIII*. These two contexts are similar, except that *MAT ΔREIII* contains two short 7bp deletions of the two Atf1/Pcr1 DNA binding sites near *REIII*, inactivating it. The first binding site is not included in *REIII*, per the definitions of [98] and [23]. **B.** *MAT ΔcenH*. **C.** *ECT*. In Greenstein et al 2018, the distance between “green” and “orange” was varied for B. and C. contexts, without changes to the qualitative behavior of spreading.
(PDF) Click here for additional data file.

S2 Fig Regulators of heterochromatin nucleation-distal silencing in all four chromatin contexts. **A.** *WT-MAT* 2D-density hexbin plots of the wild-type parent, a strong heterochromatin loss hit (*Δclr3*), and the top loss of spreading hit (*Δfkh2*) in this chromatin context. Dashed blue lines indicate the values for repressed fluorescence state and dashed red lines indicate values for fully expressed fluorescence state. **B.** Beeswarm plots of Grid_3+4_^mut/par^ for *WT MAT* loss of spreading hits. The top 10 hits are all annotated, and below those hits, mutants that show overlap with at least 3 other chromatin contexts are additionally annotated. Red line, 2SD above the Grid_3+4_^mut/par^ of the wild-type parent isolates (black dots); dashed brown line, the 85^th^ percentile; Dot color, number of chromatin contexts with loss of spreading phenotype over the cutoff. **C.-D.** Data for the *WT ΔcenH* strain were analyzed and displayed as in E. and F. This mutation allows examination of only the *REIII* nucleation site at the *MAT* locus. **E.-F.** Data for the *WT ΔREIII* strain were analyzed and displayed as in E. and F expect that Grid_4_^mut/par^ was used as the metric. **G.-H.** Data for the *ECT* strain were analyzed and displayed as in E. and F.**I.** Upset plots indicating the frequency of “loss of spreading” gene hits appearing in one or multiple chromatin contexts. For each bar, the chromatin context(s) with shared phenotypes for the underlying gene hits is indicated below the plot. The inset indicates the total number gene hits for loss of spreading in each chromatin context. “Shared genes”: number of genes that appear as “loss of spreading” hits across the number of indicated chromatin contexts.
(PDF) Click here for additional data file.

S3 Fig *apm3* and *apl5*, coding for nuclear-cytosolic and cytosolic proteins, respectively, act together in modulation of heterochromatin spreading. **A.-D.** 2D density hexbin plots of *de novo* generated *Δapm3* (**B.**), *Δapl5* (**C.**), and *Δapm3Δapl5* double mutant (**D.**) compared to the wild-type *MAT ΔREIII* parent (A.). The Fold change of Grid_4_^mut/par^ is indicated in the plot. At least 3 independent isolates of each genotype are combined in each plot. **E.** Apm3:SFGFP is distributed in the cytosol and nucleus. Apm3:SFGFP was expressed from its native locus and co-expressed with Swi6:E2C. Swi6:E2C labels nuclear heterochromatin. Z-projection overlays of the Apm3:SFGFP and Swi6:E2C on top, and a brightfield image on the bottom. **F.** Apl5:SFGFP is largely nuclear excluded. Apl5:SFGFP was expressed from its native locus and co-expressed with Swi6:E2C. Swi6:E2C labels nuclear heterochromatin. Z-projection overlays of the Apl5:SFGFP and Swi6:E2C on top, and a brightfield image on the bottom. **G.** *Δapm3* exhibits a mild defect in H3K9me2 accumulation at heterochromatin islands. H3K9me2 ChIP-qPCR in wild-type parent *MAT ΔREIII* or *Δapm3* mutant. Error bars represent 1SD of three replicates.
(PDF) Click here for additional data file.

S4 Fig Gain of nucleation-distal gene silencing mutants in *WT MAT*, *MAT ΔREIII* and *ECT* chromatin contexts. **A.** Beeswarm plots of Grid_1_^mut/par^ for *WT MAT* gain of nucleation-distal silencing hits. The top 10 hits are all annotated, and below those hits, mutants that show overlap with 2 other chromatin contexts are additionally annotated. Red line, 2SD above the Grid_1_^mut/par^ of wild-type parent isolates (black dots); dashed brown line, the 85^th^ percentile; Dot color, number of chromatin contexts with loss of spreading phenotype over the cutoff. **B**. *WT MAT* 2D-density hexbin plots of the wild-type parent, and the two top gain of nucleation-distal silencing hits of this chromatin context. Dashed blue lines indicate the values for repressed fluorescence state and dashed red lines indicate values for fully expressed fluorescence state. **C.-D.** As in A., B. but for *MAT ΔREIII*. **E.-F.** As in A., B. but for *ECT*. **H.** Upset plots indicating the frequency of gain of nucleation-distal silencing gene hits that appear in the chromatin the three in contexts as in Fig 2B. For each bar, the chromatin context(s) with shared phenotypes for the underlying gene hits is indicated below the plot. The inset indicates the total number gene hits in each chromatin context of the same phenotype.
(PDF) Click here for additional data file.

S5 Fig RT-qPCR validations of selected chromatin-context unique loss and gain of nucleation-distal silencing hits. 5 moderate- to strong hits in the loss and gain of distal silencing category that are partially or fully chromatin context-specific were selected for validations: *saf5* (gain of silencing in *WT MAT*, and moderately in *MAT ΔREIII*), *eaf6* (gain of silencing only in *MAT ΔREIII*), *pht1* and *hip1* (loss of silencing only in *ECT*), and *gad8* (strong loss of silencing in *MAT ΔcenH* and mildly in *ECT*). RT-qPCRs for SF-GFP (“*green*”-nucleation) and mKO2 (*“orange”*, distal) transcripts normalized to the *act1* transcript and scaled to the wild-type (dashed brown line, = 1) are shown for examples of: Gain of distal silencing; **A.** *WT-MAT*, **B.** *MAT ΔREIII*. Loss of distal silencing; **C.** *ECT*, **D.** *MAT ΔcenH*. Error bars indicate 1SD of 2 biological replicates generated independently from the screen. Dotted lines represent wild-type control. Note we could not recover *Δsaf5* mutants in *ECT*.
(PDF) Click here for additional data file.

S6 Fig *gcn5* is specifically required for H3K9me2 spreading at the *ECT* heterochromatin spreading sensor, but not pericentromeric heterochromatin. *act1-*normalized ChIP-qPCR for H3K9me2 in *ECT* wild-type parent or the *de novo* generated *Δgcn5* mutant at **A.** the pericentomeric *dg* element, and **B.** the heterochromatin spreading sensor at the *ura4* locus in *ECT*. Dumbbells indicate qPCR amplicons. Error bars indicate 1SD of 3 biological replicates.
(PDF) Click here for additional data file.

S7 Fig Class III HDAC family Sir2 is required for heterochromatin silencing. 2D density hexbin plots of *Δsir2* mutants in each chromatin context from the screen. Mutation in *sir2* causes a loss of silencing phenotype in all examined chromatin context.
(PDF) Click here for additional data file.

S8 Fig 2D density hexbin plots for all Clr6 complex subunit screen mutants in *MAT ΔREIII*. 2D density hexbin plots of all Clr6 complexes gene mutants from the screen, corresponding to Fig 4E in *MAT ΔREIII* context. The mutants are arranged in descending order of Grid_3+4_^mut/par^; in *MAT ΔREIII* only *Δfkh2*, *Δcph1*, *Δpng2*, *Δdep1*, *Δprw1* and *Δlaf1* were identified as loss of spreading phenotype. Original *MAT ΔREIII* wild type parent and mutants shown in Figs 1 and 4E are shown here again (with transparency) for comparison. GO complex annotations are indicated next to each mutant by colored boxes.
(PDF) Click here for additional data file.

S9 Fig Fkh2- containing Clr6 complexes direct H3K9me2 spreading at multiple genomic regions. **A.** Principal Component Analysis was performed on the normalized counts in the top 500 most variable bins (analogous to RNA-Seq analysis, TOP) or all 1500bp bins (BOTTOM) passing a threshold for global enrichment of H3K9me2 signal (see Materials and Methods). The first two principal component values are plotted for each sample with genotypes as defined in the legend. **B.-F.** Signal tracks plots for the MAT locus and indicated centromeres and telomeres as in the main text. No nucleator sequences are present on subtelomere IR so the first annotation row below the signal tracks is empty.
(PDF) Click here for additional data file.

S10 Fig Fkh2 and Prw1 act together in spreading H3K9me2. **A.** H3K9me2 ChIP-qPCR at the MAT locus in wild-type *MAT ΔREIII*, *Δfkh2*, *Δprw1*, and the *Δfkh2Δprw1* double mutant. **B.** As in A., at indicated heterochromatin islands. **C.** As in A., at *tel IL*. Error bars represent 1SD of 3 biological replicates.
(PDF) Click here for additional data file.

S11 Fig Effect of *clr6-1* and *Δprw1* on H3K9me2 at a WT MAT locus without reporters. H3K9me2 ChIP-qPCR at the MAT locus in a wild-type MAT locus (no heterochromatin spreading reporters, see diagram), *Δprw1*, and *clr6-1*, at indicated amplicons (dumbbells). Error bars represent 1SD of 3 biological replicates.
(PDF) Click here for additional data file.

S12 Fig Fkh2- containing Clr6 complexes contribute primarily to H3K9me2 spreading, while Clr3 is required for H3K9me2 accumulation at all heterochromatin regions except islands. **A.-D.** Volcano plots representing -log10(adjusted p-value) vs log2FoldChange values for mutants (I., *Δfkh2;* J., *Δprw1;* K, *clr6-1;* L., *clr3-D232N*) over WT. P-values were corrected for multiple testing with the Benjamini-Hochberg procedure. Cutoff values for adjusted p-value < 0.005 and absolute value Log2FoldChange > 1 are annotated on the plot. Dots represent individual 300bp windows tested for differential enrichment. Dots are colored by their annotation to nucleation or spreading zones, presence within a previously identified euchromatin embedded H3K9me2 heterochromatin region (“island”, “HOOD”, or “region”), or regions outside these categories (other). **E.-H.** Volcano plots were generated as in A-D. Dots are colored by their annotation to nucleation or spreading zones broken down by heterochromatin location (pericentromere, subtelomere, MAT) or presence within a previously identified euchromatin embedded H3K9me2 heterochromatin region. **I.** The number of regions called as significant in each direction for each of the pairwise comparisons is tabulated per each category of genomic feature. **J.** The overlap of regions identified as significantly reduced in H3K9me2 signal in each mutant vs WT is compared in a Venn Diagram.
(PDF) Click here for additional data file.

S13 Fig Clr6 affects spreading of H3K9me3. **A.** H3K9me3 ChIP-qPCR at the MAT locus in wild-type *MAT ΔREIII*, *Δfkh2*, and *clr6-1*. **B.** As in A., at *dg* repeats, which are at the distal end of the left of the pericentromere at *cen II* and an amplicon 2.5kb beyond the last annotated nucleating feature at *cen II* left. **C.** As in A., but at heterochromatin islands *mei4* and *mcp7*. **D.** As in A., but at *tel 1L*. Error bars represent 1SD of 3 biological replicates.
(PDF) Click here for additional data file.

S14 Fig Fkh2 is a constituent member of Clr6 complexes. **A.** Co-Immunoprecipitation experiment with baits Clr6-TAP or Sds3-TAP and prey Fkh2-MYC. LEFT: Western blot against indicated proteins for the Co-IP experiment. RIGHT shows the entire western blot, including lanes unrelated to the co-IP experiment (2–4,5,10,12). **B.** Sucrose density gradient for whole cell extracts of cells containing Sds3-TAP, a signature of complex I/I″, and Fkh2:MYC. Gradient and Western as in Fig 6. **C.** Single channel Western blots of Fig 6A.
(PDF) Click here for additional data file.

S15 Fig Fkh2 does not affect transcription of core heterochromatin regulators. RT-qPCR of indicated core heterochromatin regulators, including representatives of ClrC, Clr6, and SHREC in *MAT ΔREIII* wild-type or *Δfkh2* cells. Heterochromatin regulator transcripts are normalized to the *act1* transcript and shown on a log2 scale, given the wide distribution of transcript abundance between indicated regulators. Error bars indicate 1SD of 2 biological replicates.
(PDF) Click here for additional data file.

S1 Table Nuclear function gene deletion library. List of gene deletion strains used for genetic screens in this study.
(PDF) Click here for additional data file.

S2 Table Strain table. List of *S*. *pombe* strains used in this study.
(PDF) Click here for additional data file.

S3 Table Primers used for ChIP qPCR and RT qPCR. Primers for amplicons used in qPCR in this study.
(PDF) Click here for additional data file.

## References

[1] HallIM, ShankaranarayanaGD, NomaKI, AyoubN, CohenA, GrewalSIS. Establishment and maintenance of a heterochromatin domain. Science. 2002;297(5590):2232–7. doi: 10.1126/science.1076466 12215653

[2] Reyes-TurcuFE, ZhangK, ZofallM, ChenE, GrewalSI. Defects in RNA quality control factors reveal RNAi-independent nucleation of heterochromatin. Nature structural & molecular biology. 2011;18(10):1132–8. doi: 10.1038/nsmb.2122 21892171PMC3190054

[3] LachnerM, O’CarrollN, ReaS, MechtlerK, JenuweinT. Methylation of histone H3 lysine 9 creates a binding site for HP1 proteins. Nature. 2001;410(6824):116–20. doi: 10.1038/35065132 11242053

[4] JacobsSA, TavernaSD, ZhangYN, BriggsSD, LiJM, EissenbergJC, et al. Specificity of the HP1 chromo domain for the methylated N-terminus of histone H3. Embo Journal. 2001;20(18):5232–41. doi: 10.1093/emboj/20.18.5232 11566886PMC125272

[5] FischerT, CuiB, DhakshnamoorthyJ, ZhouM, RubinC, ZofallM, et al. Diverse roles of HP1 proteins in heterochromatin assembly and functions in fission yeast. Proc Natl Acad Sci USA. 2009;106(22):8998–9003. doi: 10.1073/pnas.0813063106 19443688PMC2690032

[6] BuhlerM, MoazedD. Transcription and RNAi in heterochromatic gene silencing. Nature structural & molecular biology. 2007;14(11):1041–8. doi: 10.1038/nsmb1315 17984966

[7] BuhlerM, HaasW, GygiSP, MoazedD. RNAi-dependent and -independent RNA turnover mechanisms contribute to heterochromatic gene silencing. Cell. 2007;129(4):707–21. doi: 10.1016/j.cell.2007.03.038 17512405

[8] GreensteinRA, BarralesRR, SanchezNA, BisanzJE, BraunS, Al-SadyB. Set1/COMPASS repels heterochromatin invasion at euchromatic sites by disrupting Suv39/Clr4 activity and nucleosome stability. Genes & development. 2019;34(1–2):99–117. doi: 10.1101/gad.328468.119 31805521PMC6938669

[9] ScottKC, MerrettSL, WillardHF. A heterochromatin barrier partitions the fission yeast centromere into discrete chromatin domains. Current biology: CB. 2006;16(2):119–29. doi: 10.1016/j.cub.2005.11.065 16431364

[10] WenB, WuH, ShinkaiY, IrizarryRA, FeinbergAP. Large histone H3 lysine 9 dimethylated chromatin blocks distinguish differentiated from embryonic stem cells. Nature genetics. 2009;41(2):246–50. doi: 10.1038/ng.297 19151716PMC2632725

[11] ZyliczJJ, BorenszteinM, WongFC, HuangY, LeeC, DietmannS, et al. G9a regulates temporal preimplantation developmental program and lineage segregation in blastocyst. eLife. 2018;7. doi: 10.7554/eLife.33361 29745895PMC5959720

[12] ZyliczJJ, DietmannS, GunesdoganU, HackettJA, CougotD, LeeC, et al. Chromatin dynamics and the role of G9a in gene regulation and enhancer silencing during early mouse development. eLife. 2015;4. doi: 10.7554/eLife.09571 26551560PMC4729692

[13] ZhuJ, AdliM, ZouJY, VerstappenG, CoyneM, ZhangX, et al. Genome-wide chromatin state transitions associated with developmental and environmental cues. Cell. 2013;152(3):642–54. doi: 10.1016/j.cell.2012.12.033 23333102PMC3563935

[14] NicettoD, ZaretKS. Role of H3K9me3 heterochromatin in cell identity establishment and maintenance. Current opinion in genetics & development. 2019;55:1–10. doi: 10.1016/j.gde.2019.04.013 31103921PMC6759373

[15] AlabertC, BarthTK, Reveron-GomezN, SidoliS, SchmidtA, JensenON, et al. Two distinct modes for propagation of histone PTMs across the cell cycle. Genes & development. 2015;29(6):585–90. doi: 10.1101/gad.256354.114 25792596PMC4378191

[16] ZhangK, MoschK, FischleW, GrewalSIS. Roles of the Clr4 methyltransferase complex in nucleation, spreading and maintenance of heterochromatin. Nature structural & molecular biology. 2008;15(4):381–8. doi: 10.1038/nsmb.1406 18345014

[17] RagunathanK, JihG, MoazedD. Epigenetics. Epigenetic inheritance uncoupled from sequence-specific recruitment. Science. 2015;348(6230):1258699. doi: 10.1126/science.1258699 25831549PMC4385470

[18] Al-SadyB, MadhaniHD, NarlikarGJ. Division of labor between the chromodomains of HP1 and Suv39 methylase enables coordination of heterochromatin spread. Mol Cell. 2013;51(1):80–91. doi: 10.1016/j.molcel.2013.06.013 23849629PMC3752401

[19] MoazedD. Small RNAs in transcriptional gene silencing and genome defence. Nature. 2009;457(7228):413–20. doi: 10.1038/nature07756 19158787PMC3246369

[20] ZofallM, YamanakaS, Reyes-TurcuFE, ZhangK, RubinC, GrewalSI. RNA elimination machinery targeting meiotic mRNAs promotes facultative heterochromatin formation. Science. 2012;335(6064):96–100. doi: 10.1126/science.1211651 22144463PMC6338074

[21] ZofallM, SmithDR, MizuguchiT, DhakshnamoorthyJ, GrewalSIS. Taz1-Shelterin Promotes Facultative Heterochromatin Assembly at Chromosome-Internal Sites Containing Late Replication Origins. Mol Cell. 2016;62(6):862–74. doi: 10.1016/j.molcel.2016.04.034 27264871PMC6699828

[22] WangJ, CohenAL, LetianA, TadeoX, MorescoJJ, LiuJ, et al. The proper connection between shelterin components is required for telomeric heterochromatin assembly. Genes & development. 2016;30(7):827–39. doi: 10.1101/gad.266718.115 26988418PMC4826398

[23] JiaS, NomaK, GrewalSI. RNAi-independent heterochromatin nucleation by the stress-activated ATF/CREB family proteins. Science. 2004;304(5679):1971–6. doi: 10.1126/science.1099035 15218150

[24] GreensteinRA, JonesSK, SpiveyEC, RybarskiJR, FinkelsteinIJ, Al-SadyB. Noncoding RNA-nucleated heterochromatin spreading is intrinsically labile and requires accessory elements for epigenetic stability. eLife. 2018;7. doi: 10.7554/eLife.32948 30020075PMC6070336

[25] ThonG, BjerlingP, BunnerCM, Verhein-HansenJ. Expression-state boundaries in the mating-type region of fission yeast. Genetics. 2002;161(2):611–22. doi: 10.1093/genetics/161.2.611 12072458PMC1462127

[26] GrewalSI, KlarAJ. A recombinationally repressed region between mat2 and mat3 loci shares homology to centromeric repeats and regulates directionality of mating-type switching in fission yeast. Genetics. 1997;146(4):1221–38. doi: 10.1093/genetics/146.4.1221 9258669PMC1208070

[27] NomaK, CamHP, MaraiaRJ, GrewalSI. A role for TFIIIC transcription factor complex in genome organization. Cell. 2006;125(5):859–72. doi: 10.1016/j.cell.2006.04.028 16751097

[28] ThonG, FriisT. Epigenetic inheritance of transcriptional silencing and switching competence in fission yeast. Genetics. 1997;145(3):685–96. doi: 10.1093/genetics/145.3.685 9055078PMC1207853

[29] NomaK, SugiyamaT, CamH, VerdelA, ZofallM, JiaS, et al. RITS acts in cis to promote RNA interference-mediated transcriptional and post-transcriptional silencing. Nature genetics. 2004;36(11):1174–80. doi: 10.1038/ng1452 15475954

[30] KimHS, ChoiES, ShinJA, JangYK, ParkSD. Regulation of Swi6/HP1-dependent heterochromatin assembly by cooperation of components of the mitogen-activated protein kinase pathway and a histone deacetylase Clr6. The Journal of biological chemistry. 2004;279(41):42850–9. doi: 10.1074/jbc.M407259200 15292231

[31] MarinaDB, ShankarS, NatarajanP, FinnKJ, MadhaniHD. A conserved ncRNA-binding protein recruits silencing factors to heterochromatin through an RNAi-independent mechanism. Genes & development. 2013;27(17):1851–6. doi: 10.1101/gad.226019.113 24013500PMC3778239

[32] CanzioD, LiaoM, NaberN, PateE, LarsonA, WuS, et al. A conformational switch in HP1 releases auto-inhibition to drive heterochromatin assembly. Nature. 2013;496(7445):377–81. doi: 10.1038/nature12032 23485968PMC3907283

[33] Al-SadyB, GreensteinRA, El-SamadHJ, BraunS, MadhaniHD. Sensitive and Quantitative Three-Color Protein Imaging in Fission Yeast Using Spectrally Diverse, Recoded Fluorescent Proteins with Experimentally-Characterized In Vivo Maturation Kinetics. PloS one. 2016;11(8):e0159292. doi: 10.1371/journal.pone.0159292 27479698PMC4968791

[34] BraunS, GarciaJF, RowleyM, RougemailleM, ShankarS, MadhaniHD. The Cul4-Ddb1(Cdt)(2) ubiquitin ligase inhibits invasion of a boundary-associated antisilencing factor into heterochromatin. Cell. 2011;144(1):41–54. doi: 10.1016/j.cell.2010.11.051 21215368PMC3645473

[35] BayneEH, BijosDA, WhiteSA, de Lima AlvesF, RappsilberJ, AllshireRC. A systematic genetic screen identifies new factors influencing centromeric heterochromatin integrity in fission yeast. Genome biology. 2014;15(10):481. doi: 10.1186/s13059-014-0481-4 25274039PMC4210515

[36] TsukiiK, TakahataS, MurakamiY. Histone variant H2A.Z plays multiple roles in the maintenance of heterochromatin integrity. Genes to cells: devoted to molecular & cellular mechanisms. 2022;27(2):93–112. doi: 10.1111/gtc.12911 34910346

[37] MeneghiniMD, WuM, MadhaniHD. Conserved histone variant H2A.Z protects euchromatin from the ectopic spread of silent heterochromatin. Cell. 2003;112(5):725–36. doi: 10.1016/s0092-8674(03)00123-5 12628191

[38] HollaS, DhakshnamoorthyJ, FolcoHD, BalachandranV, XiaoH, SunLL, et al. Positioning Heterochromatin at the Nuclear Periphery Suppresses Histone Turnover to Promote Epigenetic Inheritance. Cell. 2020;180(1):150–64.e15. doi: 10.1016/j.cell.2019.12.004 31883795PMC7102895

[39] GrewalSIS, KlarAJS. Chromosomal inheritance of epigenetic states in fission yeast during mitosis and meiosis. Cell. 1996;86(1):95–101. doi: 10.1016/s0092-8674(00)80080-x 8689692

[40] VerrierL, TagliniF, BarralesRR, WebbS, UranoT, BraunS, et al. Global regulation of heterochromatin spreading by Leo1. Open biology. 2015;5(5). doi: 10.1098/rsob.150045 25972440PMC4450266

[41] KroganNJ, KeoghMC, DattaN, SawaC, RyanOW, DingH, et al. A Snf2 family ATPase complex required for recruitment of the histone H2A variant Htz1. Mol Cell. 2003;12(6):1565–76. doi: 10.1016/s1097-2765(03)00497-0 14690608

[42] LockA, RutherfordK, HarrisMA, HaylesJ, OliverSG, BählerJ, et al. PomBase 2018: user-driven reimplementation of the fission yeast database provides rapid and intuitive access to diverse, interconnected information. Nucleic acids research. 2018;47(D1):D821–D7.10.1093/nar/gky961PMC632406330321395

[43] GrewalSIS, BonaduceMJ, KlarAJS. Histone deacetylase homologs regulate epigenetic inheritance of transcriptional silencing and chromosome segregation in fission yeast. Genetics. 1998;150(2):563–76. doi: 10.1093/genetics/150.2.563 9755190PMC1460350

[44] NicolasE, YamadaT, CamHP, FitzGeraldPC, KobayashiR, GrewalSIS. Distinct roles of HDAC complexes in promoter silencing, antisense suppression and DNA damage protection. Nature structural & molecular biology. 2007;14(5):372–80. doi: 10.1038/nsmb1239 17450151

[45] SugiyamaT, CamHP, SugiyamaR, NomaK-i, ZofallM, KobayashiR, et al. SHREC, an effector complex for heterochromatic transcriptional silencing. Cell. 2007;128(3):491–504. doi: 10.1016/j.cell.2006.12.035 17289569

[46] ShankaranarayanaGD, MotamediMR, MoazedD, GrewalSIS. Sir2 regulates histone H3 lysine 9 methylation and heterochromatin assembly in fission yeast. Current Biology. 2003;13(14):1240–6. doi: 10.1016/s0960-9822(03)00489-5 12867036

[47] ZilioN, CodlinS, VashishtAA, BittonDA, HeadSR, WohlschlegelJA, et al. A novel histone deacetylase complex in the control of transcription and genome stability. Molecular and cellular biology. 2014;34(18):3500–14. doi: 10.1128/MCB.00519-14 25002536PMC4135615

[48] YamadaT, FischleW, SugiyamaT, AllisCD, GrewalSIS. The nucleation and maintenance of heterochromatin by a histone deacetylase in fission yeast. Mol Cell. 2005;20(2):173–85. doi: 10.1016/j.molcel.2005.10.002 16246721

[49] JihG, IglesiasN, CurrieMA, BhanuNV, PauloJA, GygiSP, et al. Unique roles for histone H3K9me states in RNAi and heritable silencing of transcription. Nature. 2017. doi: 10.1038/nature23267 28682306PMC5576860

[50] BuckV, NgSS, Ruiz-GarciaAB, PapadopoulouK, BhattiS, SamuelJM, et al. Fkh2p and Sep1p regulate mitotic gene transcription in fission yeast. J Cell Sci. 2004;117(Pt 23):5623–32. doi: 10.1242/jcs.01473 15509866

[51] BulmerR, Pic-TaylorA, WhitehallSK, MartinKA, MillarJB, QuinnJ, et al. The forkhead transcription factor Fkh2 regulates the cell division cycle of Schizosaccharomyces pombe. Eukaryotic cell. 2004;3(4):944–54. doi: 10.1128/EC.3.4.944-954.2004 15302827PMC500873

[52] RossiA, KontarakisZ, GerriC, NolteH, HölperS, KrügerM, et al. Genetic compensation induced by deleterious mutations but not gene knockdowns. Nature. 2015;524(7564):230–3. doi: 10.1038/nature14580 26168398

[53] YamaneK, MizuguchiT, CuiB, ZofallM, NomaK, GrewalSI. Asf1/HIRA facilitate global histone deacetylation and associate with HP1 to promote nucleosome occupancy at heterochromatic loci. Mol Cell. 2011;41(1):56–66. doi: 10.1016/j.molcel.2010.12.009 21211723PMC3035992

[54] ShevchenkoA, RoguevA, SchaftD, BuchananL, HabermannB, SakalarC, et al. Chromatin Central: towards the comparative proteome by accurate mapping of the yeast proteomic environment. Genome biology. 2008;9(11):R167. doi: 10.1186/gb-2008-9-11-r167 19040720PMC2614481

[55] YuY, ZhouH, DengX, WangW, LuH. Set3 contributes to heterochromatin integrity by promoting transcription of subunits of Clr4-Rik1-Cul4 histone methyltransferase complex in fission yeast. Sci Rep. 2016;6:31752. doi: 10.1038/srep31752 27538348PMC4990937

[56] MurawskaM, GreensteinRA, SchauerT, OlsenKCF, NgH, LadurnerAG, et al. The histone chaperone FACT facilitates heterochromatin spreading by regulating histone turnover and H3K9 methylation states. Cell reports. 2021;37(5):109944. doi: 10.1016/j.celrep.2021.109944 34731638PMC8608617

[57] Alves-RodriguesI, FerreiraPG, MoldónA, VivancosAP, HidalgoE, GuigóR, et al. Spatiotemporal Control of Forkhead Binding to DNA Regulates the Meiotic Gene Expression Program. Cell reports. 2016;14(4):885–95. doi: 10.1016/j.celrep.2015.12.074 26804917

[58] GargA, FutcherB, LeatherwoodJ. A new transcription factor for mitosis: in Schizosaccharomyces pombe, the RFX transcription factor Sak1 works with forkhead factors to regulate mitotic expression. Nucleic acids research. 2015;43(14):6874–88. doi: 10.1093/nar/gkv274 25908789PMC4538799

[59] KnottSR, PeaceJM, OstrowAZ, GanY, RexAE, ViggianiCJ, et al. Forkhead transcription factors establish origin timing and long-range clustering in S. cerevisiae. Cell. 2012;148(1–2):99–111. doi: 10.1016/j.cell.2011.12.012 22265405PMC3266545

[60] ZenkF, ZhanY, KosP, LöserE, AtinbayevaN, SchächtleM, et al. HP1 drives de novo 3D genome reorganization in early Drosophila embryos. Nature. 2021;593(7858):289–93. doi: 10.1038/s41586-021-03460-z 33854237PMC8116211

[61] Sanulli SG JN. Liquid-like interactions in heterochromatin: Implications for mechanism and regulation. Current opinion in cell biology. 2020;64:90–6. doi: 10.1016/j.ceb.2020.03.004 32434105PMC7371496

[62] Al-SadyB, KikisEA, MonteE, QuailPH. Mechanistic duality of transcription factor function in phytochrome signaling. Proceedings of the National Academy of Sciences of the United States of America. 2008;105(6):2232–7. doi: 10.1073/pnas.0711675105 18245378PMC2538903

[63] CanzioD, ChangEY, ShankarS, KuchenbeckerKM, SimonMD, MadhaniHD, et al. Chromodomain-mediated oligomerization of HP1 suggests a nucleosome-bridging mechanism for heterochromatin assembly. Mol Cell. 2011;41(1):67–81. doi: 10.1016/j.molcel.2010.12.016 21211724PMC3752404

[64] YangXJ, SetoE. The Rpd3/Hda1 family of lysine deacetylases: from bacteria and yeast to mice and men. Nature reviews Molecular cell biology. 2008;9(3):206–18. doi: 10.1038/nrm2346 18292778PMC2667380

[65] LorchY, KornbergRD. Chromatin-remodeling for transcription. Quarterly reviews of biophysics. 2017;50:e5. doi: 10.1017/S003358351700004X 29233217

[66] GarciaJF, DumesicPA, HartleyPD, El-SamadH, MadhaniHD. Combinatorial, site-specific requirement for heterochromatic silencing factors in the elimination of nucleosome-free regions. Genes & development. 2010;24(16):1758–71. doi: 10.1101/gad.1946410 20675407PMC2922504

[67] LantermannAB, StraubT, StralforsA, YuanGC, EkwallK, KorberP. Schizosaccharomyces pombe genome-wide nucleosome mapping reveals positioning mechanisms distinct from those of Saccharomyces cerevisiae. Nature structural & molecular biology. 2010;17(2):251–U15. doi: 10.1038/nsmb.1741 20118936

[68] NarlikarGJ, PhelanML, KingstonRE. Generation and Interconversion of Multiple Distinct Nucleosomal States as a Mechanism for Catalyzing Chromatin Fluidity. Mol Cell. 2001;8(6):1219–30. doi: 10.1016/s1097-2765(01)00412-9 11779498

[69] RoweCE, NarlikarGJ. The ATP-dependent remodeler RSC transfers histone dimers and octamers through the rapid formation of an unstable encounter intermediate. Biochemistry. 2010;49(45):9882–90. doi: 10.1021/bi101491u 20853842PMC2976819

[70] RawalY, CherejiRV, QiuH, AnanthakrishnanS, GovindCK, ClarkDJ, et al. SWI/SNF and RSC cooperate to reposition and evict promoter nucleosomes at highly expressed genes in yeast. Genes & development. 2018;32(9–10):695–710. doi: 10.1101/gad.312850.118 29785963PMC6004078

[71] VolpeTA, KidnerC, HallIM, TengG, GrewalSIS, MartienssenRA. Regulation of heterochromatic silencing and histone H3 lysine-9 methylation by RNAi. Science. 2002;297(5588):1833–7. doi: 10.1126/science.1074973 12193640

[72] BaoK, ShanCM, MorescoJ, YatesJ3rd, JiaS. Anti-silencing factor Epe1 associates with SAGA to regulate transcription within heterochromatin. Genes & development. 2019;33(1–2):116–26. doi: 10.1101/gad.318030.118 30573453PMC6317313

[73] KimJ-H, SarafA, FlorensL, WashburnM, WorkmanJL. Gcn5 regulates the dissociation of SWI/SNF from chromatin by acetylation of Swi2/Snf2. Genes & development. 2010;24(24):2766–71. doi: 10.1101/gad.1979710 21159817PMC3003194

[74] CohenA, HabibA, LaorD, YadavS, KupiecM, WeismanR. TOR complex 2 in fission yeast is required for chromatin-mediated gene silencing and assembly of heterochromatic domains at subtelomeres. The Journal of biological chemistry. 2018;293(21):8138–50. doi: 10.1074/jbc.RA118.002270 29632066PMC5971458

[75] NakayamaJ, KlarAJ, GrewalSI. A chromodomain protein, Swi6, performs imprinting functions in fission yeast during mitosis and meiosis. Cell. 2000;101(3):307–17. doi: 10.1016/s0092-8674(00)80840-5 10847685

[76] EissenbergJC, MorrisGD, ReuterG, HartnettT. The heterochromatin-associated protein HP-1 is an essential protein in Drosophila with dosage-dependent effects on position-effect variegation. Genetics. 1992;131(2):345–52. doi: 10.1093/genetics/131.2.345 1644277PMC1205009

[77] MatsuyamaA, AraiR, YashirodaY, ShiraiA, KamataA, SekidoS, et al. ORFeome cloning and global analysis of protein localization in the fission yeast Schizosaccharomyces pombe. Nature biotechnology. 2006;24(7):841–7. doi: 10.1038/nbt1222 16823372

[78] BarralesRR, FornM, GeorgescuPR, SarkadiZ, BraunS. Control of heterochromatin localization and silencing by the nuclear membrane protein Lem2. Genes & development. 2016;30(2):133–48. doi: 10.1101/gad.271288.115 26744419PMC4719305

[79] ConwayJR, LexA, GehlenborgN. UpSetR: an R package for the visualization of intersecting sets and their properties. Bioinformatics (Oxford, England). 2017;33(18):2938–40.10.1093/bioinformatics/btx364PMC587071228645171

[80] Clarke ES-M, S. ggbeeswarm: Categorical Scatter (Violin Point) Plots. R. package version 0.6.0. https://CRAN.R-project.org/package=ggbeeswarm; 2017.

[81] ConsortiumTGO. The Gene Ontology Resource: 20 years and still GOing strong. Nucleic acids research. 2019;47(D1):D330–d8. doi: 10.1093/nar/gky1055 30395331PMC6323945

[82] GuZ, EilsR, SchlesnerM. HilbertCurve: an R/Bioconductor package for high-resolution visualization of genomic data. Bioinformatics (Oxford, England). 2016;32(15):2372–4.10.1093/bioinformatics/btw16127153599

[83] Torres-GarciaS, Di PompeoL, EiversL, GaborieauB, WhiteSA, PidouxAL, et al. SpEDIT: A fast and efficient CRISPR/Cas9 method for fission yeast. Wellcome open research. 2020;5:274. doi: 10.12688/wellcomeopenres.16405.1 33313420PMC7721064

[84] WickhamH. ggplot2: Elegant Graphics for Data Analysis: Springer 2016.

[85] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics (Oxford, England). 2014;30(15):2114–20. doi: 10.1093/bioinformatics/btu170 24695404PMC4103590

[86] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nature methods. 2012;9(4):357–9. doi: 10.1038/nmeth.1923 22388286PMC3322381

[87] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics (Oxford, England). 2009;25(16):2078–9. doi: 10.1093/bioinformatics/btp352 19505943PMC2723002

[88] RamírezF, RyanDP, GrüningB, BhardwajV, KilpertF, RichterAS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic acids research. 2016;44(W1):W160–5. doi: 10.1093/nar/gkw257 27079975PMC4987876

[89] LawrenceM, GentlemanR, CareyV. rtracklayer: an R package for interfacing with genome browsers. Bioinformatics (Oxford, England). 2009;25(14):1841–2.10.1093/bioinformatics/btp328PMC270523619468054

[90] HahneF, IvanekR. Visualizing Genomic Data Using Gviz and Bioconductor. Methods in molecular biology (Clifton, NJ). 2016;1418:335–51. doi: 10.1007/978-1-4939-3578-9_16 27008022

[91] LawrenceM, HuberW, PagèsH, AboyounP, CarlsonM, GentlemanR, et al. Software for computing and annotating genomic ranges. PLoS computational biology. 2013;9(8):e1003118. doi: 10.1371/journal.pcbi.1003118 23950696PMC3738458

[92] LunAT, SmythGK. csaw: a Bioconductor package for differential binding analysis of ChIP-seq data using sliding windows. Nucleic acids research. 2016;44(5):e45. doi: 10.1093/nar/gkv1191 26578583PMC4797262

[93] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome biology. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[94] YamanakaS, MehtaS, Reyes-TurcuFE, ZhuangF, FuchsRT, RongY, et al. RNAi triggered by specialized machinery silences developmental genes and retrotransposons. Nature. 2013;493(7433):557–60. doi: 10.1038/nature11716 23151475PMC3554839

[95] WangJ, ReddyBD, JiaS. Rapid epigenetic adaptation to uncontrolled heterochromatin spreading. eLife. 2015;4. doi: 10.7554/eLife.06179 25774602PMC4395908

[96] ParsaJY, BoudoukhaS, BurkeJ, HomerC, MadhaniHD. Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly. Genes & development. 2018;32(13–14):953–64. doi: 10.1101/gad.310136.117 29967291PMC6075038

[97] NakayamaJ, XiaoG, NomaK, MalikzayA, BjerlingP, EkwallK, et al. Alp13, an MRG family protein, is a component of fission yeast Clr6 histone deacetylase required for genomic integrity. The EMBO journal. 2003;22(11):2776–87. doi: 10.1093/emboj/cdg248 12773392PMC156745

[98] ThonG, BjerlingKP, NielsenIS. Localization and properties of a silencing element near the mat3-M mating-type cassette of Schizosaccharomyces pombe. Genetics. 1999;151(3):945–63. doi: 10.1093/genetics/151.3.945 10049914PMC1460531

# Supplementary material for: Local chromatin context regulates the genetic requirements of the heterochromatin spreading reaction
**Source:** PLoS Genet. 2022 May 18;18(5):e1010201. doi: 10.1371/journal.pgen.1010201
**Supplement:** S1 Table — List of gene deletion strains used for genetic screens in this study.

## S1 Table: Nuclear function gene deletion library

|     |             |       |                                                                                              |
|-----|-------------|-------|----------------------------------------------------------------------------------------------|
| 369 | SPCC338.16  | pof3  | F-box protein Pof3                                                                           |
| 370 | SPCC364.02c | bis1  | splicing factor Bis1                                                                         |
| 371 | SPCC364.06  | nap1  | histone H2A-H2B chaperone Nap1                                                               |
| 372 | SPCC417.07c | mto1  | gamma tubulin complex linker Mto1                                                            |
| 373 | SPCC417.09c |       | transcription factor (predicted)                                                             |
| 374 | SPCC483.12  | set9  | histone lysine H4-K20 methyltransferase Set9                                                 |
| 375 | SPCC4G3.15c | not2  | CCR4-Not complex NOT box subunit Not2                                                        |
| 376 | SPCC4G3.19  | alp16 | gamma tubulin complex subunit Alp16                                                          |
| 377 | SPCC548.05c | dbl5  | ubiquitin-protein ligase E3 Dbf5                                                             |
| 378 | SPCC550.12  | arp6  | actin-like protein Arp6                                                                      |
| 379 | SPCC550.15c | rei1  | ribosome biogenesis protein Rei1 (predicted)                                                 |
| 380 | SPCC553.04  | cyp9  | WD repeat containing cyclophilin family peptidyl-prolyl cis-trans isomerase Cyp9 (predicted) |
| 381 | SPCC576.13  | swc5  | Swr1 complex subunit Swc5                                                                    |
| 382 | SPCC594.05c | spf1  | Set1C ubiquitin-protein ligase E3 subunit Spf1                                               |
| 383 | SPCC61.02   | spt3  | SAGA complex subunit Spt3                                                                    |
| 384 | SPCC613.12c | raf1  | CLRC ubiquitin ligase complex WD repeat subunit Raf1/Dos1                                    |
| 385 | SPCC622.15c |       | Schizosaccharomyces specific protein                                                         |
| 386 | SPCC622.16c | epe1  | JmjC domain chromatin associated protein Epe1                                                |
| 387 | SPCC622.19  | jmj4  | peptidyl-lysine 3-dioxygenase activity jmj4 (predicted)                                      |
| 388 | SPCC645.13  | bye1  | transcription elongation regulator Bye1 (predicted)                                          |
| 389 | SPCC663.11  | saf1  | splicing associated factor Saf1                                                              |
| 390 | SPCC663.12  | cid12 | poly(A) polymerase Cid12                                                                     |
| 391 | SPCC736.08  | cbf11 | CBF1/Su(H)/LAG-1 family transcription factor Cbf11                                           |
| 392 | SPCC736.11  | ago1  | argonaute                                                                                    |
| 393 | SPCC757.09c | rnc1  | KH domain RNA-binding protein Rnc1                                                           |
| 394 | SPCC895.06  | elp2  | elongator complex WD repeat protein Elp2 (predicted)                                         |
| 395 | SPCC895.07  | alp14 | TOG/XMAP215 microtubule plus end tracking polymerase Alp14                                   |
| 396 | SPCC970.07c | raf2  | CLRC ubiquitin ligase complex subunit Raf2                                                   |

# Supplementary material for: Local chromatin context regulates the genetic requirements of the heterochromatin spreading reaction
**Source:** PLoS Genet. 2022 May 18;18(5):e1010201. doi: 10.1371/journal.pgen.1010201
**Supplement:** S2 Table — List of S. pombe strains used in this study.

**S2 Table: Strain table**

| Strain | Genotype                                                                                                                                                                                  |
|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PAS075 | Locus2::ade6p::3xE2C:hygMX at Locus2 (between SPBC1711.11 and SPBC1711.12)                                                                                                                |
| PM003  | Wild-type strain: h(+); ura4-D18; leu1-32; ade6-M216; his7-366                                                                                                                            |
| PM006  | 972 h- wild-type                                                                                                                                                                          |
| PAS193 | $\Delta K$ ::ade6p:mKO2; ade6p:SF-GFP between REIII and mat3M; ade6p:3xE2C: hygMX at Locus2; clr4::kanMX, h(-)                                                                            |
| PAS216 | cenH::ade6p:SF-GFP(Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; clr4::kanMX, h90                                                                                      |
| PAS217 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2, h90                                                                                                  |
| PAS231 | ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX                                                                                                                    |
| PAS331 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ) in clr4::kanMX, h90                              |
| PAS332 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ), h90                                             |
| PAS353 | ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX; gcn5::kanMX                                                                                                       |
| PAS482 | $\Delta K$ ::ade6p:mKO2; ade6p: SF-GFP between REIII and mat3M; ade6p:3xE2C: hygMX at Locus2, h(-); ‘OFF’ allele                                                                          |
| PAS795 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; fkh2::natMX                                                                                          |
| PAS796 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; prw1::kanMX                                                                                          |
| PAS797 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; png3::kanMX                                                                                          |
| PAS798 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); fkh2::natMX                                     |
| PAS799 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); prw1::kanMX                                     |
| PAS800 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); png3::kanMX                                     |
| PAS803 | $\Delta K$ ::ade6p:mKO2; ade6p: SF-GFP between REIII and mat3M; ade6p:3xE2C: hygMX at Locus2; ‘OFF’ allele; fkh2::natMX                                                                   |
| PAS808 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; fkh2::natMX; prw1::kanMX by cross                                                                    |
| PAS809 | cenH: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C: hygMX at Locus2; fkh2::natMX; prw1::kanMX by sequential knockout                                                      |
| PAS810 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); fkh2::natMX; prw1::kanMX by cross               |
| PAS811 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); fkh2::natMX; prw1::kanMX by sequential knockout |
| PAS813 | cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX at Locus2; $\Delta REIII$ ::REIII( $\Delta s1$ , $\Delta s2$ ); apm3::natMX                                     |
| PAS816 | apl5:SF-GFP:hygMX; Swi6:E2C:kanMX                                                                                                                                                         |
| PAS817 | apm3:SF-GFP:hygMX; Swi6:E2C:kanMX                                                                                                                                                         |
| PAS833 | fkh2::Fkh2:13XMYC Zilio et al.                                                                                                                                                            |
| PAS836 | clr6::Clr6:13XMYC:hygMX; fkh2::Fkh2:TAP:kanMX Zilio et al.                                                                                                                                |

|        |                                                                                                                                                                                                      |
|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PAS838 | <i>flkh2::Fkh2:13XMYC:hygMX</i> ; <i>sds3::Sds3:TAP:kanMX</i> Zilio et al.                                                                                                                           |
| PAS839 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>clr6-1</i> , h90                                        |
| PAS841 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>flkh2::Fkh2:13XMYC:hygMX</i> , h90                      |
| PAS842 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>clr3-D232N:natMX</i> , h90                              |
| PAS850 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:hygMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>flkh2::Fkh2:13XMYC:hygMX</i> ; <i>prw1::kanMX</i> , h90 |
| PAS867 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>clr6::Clr6:13XMYC:hygMX</i> , h90                       |
| PAS868 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>clr6::Clr6:13XMYC:hygMX</i> ; <i>flkh2::natMX</i> , h90 |
| PAS869 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>apl5::kanMX</i> ; <i>apm3::natMX</i> , h90              |
| PAS870 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ , <i>apl5::kanMX</i> , h90                                   |
| PAS889 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; <i>saf5::kanMX</i> , h90                                                                                 |
| PAS890 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; <i>eaq6::kanMX</i> , h90                                                                                 |
| PAS891 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; <i>pht1::kanMX</i> , h90                                                                                 |
| PAS892 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; <i>hip1::kanMX</i> , h90                                                                                 |
| PAS893 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; <i>gad8::kanMX</i> , h90                                                                                 |
| PAS894 | $\Delta K::ade6p:mKO2$ ; <i>ade6p: SF-GFP between REIII and mat3M</i> ; <i>ade6p:3xE2C: hygMX</i> at Locus2, h(-); <i>pht1::kanMX</i> , h90                                                          |
| PAS895 | $\Delta K::ade6p:mKO2$ ; <i>ade6p: SF-GFP between REIII and mat3M</i> ; <i>ade6p:3xE2C: hygMX</i> at Locus2, h(-); <i>hip1::kanMX</i> , h90                                                          |
| PAS896 | $\Delta K::ade6p:mKO2$ ; <i>ade6p: SF-GFP between REIII and mat3M</i> ; <i>ade6p:3xE2C: hygMX</i> at Locus2, h(-); <i>gad8::kanMX</i> , h90                                                          |
| PAS897 | $\Delta K::ade6p:mKO2$ ; <i>ade6p: SF-GFP between REIII and mat3M</i> ; <i>ade6p:3xE2C: hygMX</i> at Locus2, h(-); <i>hip1::kanMX</i> , h90                                                          |
| PAS898 | $\Delta K::ade6p:mKO2$ ; <i>ade6p: SF-GFP between REIII and mat3M</i> ; <i>ade6p:3xE2C: hygMX</i> at Locus2, h(-); <i>gad8::kanMX</i> , h90                                                          |
| PAS900 | <i>ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX</i> ; <i>eaq6::kanMX</i>                                                                                                   |
| PAS901 | <i>ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX</i> ; <i>pht1::kanMX</i>                                                                                                   |
| PAS902 | <i>ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX</i> ; <i>hip1::kanMX</i>                                                                                                   |
| PAS903 | <i>ura4::natMX:dh:ade6p:SF-GFP, ade6p:mKO2 3 kb, leu1::ade6p:3xE2C: hygMX</i> ; <i>gad8::kanMX</i>                                                                                                   |
| PAS904 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>saf5::kanMX</i> , h90                                   |

|        |                                                                                                                                                                    |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PAS905 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>caf6::kanMX</i> , h90 |
| PAS906 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>pht1::kanMX</i> , h90 |
| PAS907 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>hip1::kanMX</i> , h90 |
| PAS908 | <i>cenH:: ade6p:SF-GFP (Kint2); mat3m(EcoRV):: ade6p:mKO2; ade6p:3xE2C:kanMX</i> at Locus2; $\Delta REIII::REIII(\Delta s1, \Delta s2)$ ; <i>gad8::kanMX</i> , h90 |
| PAS932 | <i>smt-0 h(-); ura4-D18; leu1-32; ade6-M216; his7-366; clr6-1</i>                                                                                                  |
| PAS933 | <i>smt-0 h(-); ura4-D18; leu1-32; ade6-M216; his7-366; prw1::kanMX</i>                                                                                             |

# Supplementary material for: Local chromatin context regulates the genetic requirements of the heterochromatin spreading reaction
**Source:** PLoS Genet. 2022 May 18;18(5):e1010201. doi: 10.1371/journal.pgen.1010201
**Supplement:** S3 Table — Primers for amplicons used in qPCR in this study.

**S3 Table: Primers used for ChIP qPCR and RT qPCR**

| <b>oligo</b> | <b>target</b>    | <b>sequence</b>            |
|--------------|------------------|----------------------------|
| OAS 0367     | orange F         | AATTTTCCTGCTGATGGTCCT      |
| OAS 0368     | orange R         | TGATCACCAGGCATTTCAAG       |
| OAS 0846     | green F          | CTGCTGATAAGCAAAAGAACG      |
| OAS 0847     | green R          | CCATATGATCACGCTTTTCG       |
| OAS 1044     | dg F             | CCATCACCACCTTTCATCTCC      |
| OAS 1045     | dg R             | CAGGATACCTAGACGCACAA       |
| OAS 1362     | dh F             | TTTAAAGCTTCACTACCATCGAAA   |
| OAS 1363     | dh R             | TGCCAACAGTTTTTCCAACCTT     |
| OAS 1416     | cenH right jxn F | ACCGGATGAATCTTCTCTTGAATA   |
| OAS 1417     | cenH right jxn R | TCCGTTTGTGTAATACTGAATGCT   |
| OAS 1460     | mat3-Mc DW F     | ccggaatagacattttgatgga     |
| OAS 1461     | mat3-Mc DW R     | atgaaagccacagtgcacaa       |
| OAS 1462     | mat3-Mc F        | cgggttcccctatttctac        |
| OAS 1462     | mat3-Mc R        | ttgaggtcttggcagttgtg       |
| OAS 1569     | MAT distal F     | TTTGTTTGGCCGATAGTCTG       |
| OAS 1570     | MAT distal R     | GTTATGTTGGCAAACGATTGCT     |
| OAS 1601     | mtd1 F           | CCTGCCAGCAAGGAGAGGTT       |
| OAS 1602     | mtd1 R           | TGGTACTTACTGCAGCTATGGTTAGG |
| OAS 1822     | mei4 F           | CCCCCTCTTCCCCCTTCTAA       |
| OAS 1823     | mei4 R           | AAAGGCTAGACTCATGGGCATC     |
| OAS 2087     | mcp7 F           | GGAAGCTGCCAATTTGTGGA       |
| OAS 2088     | mcp7 R           | TTGCAGATCGTCCAAATCCTC      |
| OAS 2091     | ssm4 F           | CAATTCCAAGCCCATTGACC       |
| OAS 2092     | ssm4 R           | TGAAAACCTGGGTCGCTCGAT      |
| OAS 2097     | SB_TEL1L_3 F     | TAATGAGTTGCCCCGGGTAT       |
| OAS 2098     | SB_TEL1L_3 R     | CCGAATGGCAAGATGGTAAT       |
| OAS 2099     | SB_TEL1L_7 F     | CACAGACGTCTCCTGGTGTC       |
| OAS 2100     | SB_TEL1L_7 R     | TGCAGAGTTTGCGGTACTTG       |
|              | swi6             | GGTCGTCGGACAATGAAGTT       |
|              | swi6             | TCCACCTTTTCTCGCCATAC       |
|              | clr4             | TTCAAAGAAGCTGGGGAAGA       |
|              | clr4             | CGTACTTCGGGTCCTTCAA        |
|              | rik1             | CGGTAGACACAGCGACTTCA       |
|              | rik1             | TAATCCTGGAGGGCGATATG       |
|              | clr6             | ATTTCTGCTGGCGGTTCAAT       |
|              | clr6             | TCTACACCGTCTCCGTGGTG       |
|              | prw1             | AGTGCGAAGCTTATGCCACA       |
|              | prw1             | TAGCGTCTTGCGATCCAGAA       |
|              | clr3             | AGACGCGTCCTTCGTGTTTT       |
|              | clr3             | CGAGCACAAAACGCACTTTC       |
|              | chp2             | AAGAAGATTGTGCGGGCTGT       |
|              | chp2             | GCTGCATTCCTGCTTCTCCT       |

|      |                      |
|------|----------------------|
| sir2 | GGGGCAGGCATAAGTACAAG |
| sir2 | ATTCGTCTCCGGCAAAAGAT |
| chp1 | AAATGGGCTGGCTATGATTG |
| chp1 | TTGCGCTTTTGTCTTTGTTG |

How the deposited data were processed for this re-analysis (not part of the article)

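H3K9me2 ChIP-seq of S. pombe was analysed in 13 libraries of 5 genotypes in the MAT ΔREIII background: wild-type (replicates B and C), Δfkh2, Δprw1 and clr3-D232N (A, B and C each) and clr6-1 (A and B). The series has 30 samples, 15 of them inputs. The inputs and the 2 ChIP libraries that the authors removed as outliers, 1 of wild-type and 1 of clr6-1, were not analysed here. Genotype and replicate letter were taken from the sample titles and strain names, and every per-sample column of the tables was used.

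The authors deposited raw fragment counts, without normalization, in 2520 bins of 5kb and in 1500 windows of 300bp. To make these counts the authors trimmed reads with Trimmomatic, aligned them with Bowtie2 to chromosomes I, II and III and a mating type contig, kept properly paired reads, removed duplicates with Picard and counted fragments with csaw. They set aside regions around ade6, ura4, fkh2, prw1 and the mat1 genes and kept windows above 1.7 times the background median. Coordinates are those of the authors' tables. The gene annotation and sequence used here are those of the RefSeq assembly ASM294v3, and the contig's sequence was not used here.

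Totals of the 5kb bins ranged from 4408669 to 12641248 fragments per library and totals of the windows from 1253548 to 6622146. The median window held at least 189 normalized counts in each library. Libraries were scaled by DESeq2 (version 1.42.0) median-of-ratios size factors on the 5kb bins, from 0.465 to 2.18. Windows and bins were tested with the edgeR (version 4.0.16) quasi-likelihood F test in R 4.3.3, with genotype as the only term and all genotypes in one fit. A window or bin was called at a Benjamini-Hochberg adjusted p below 0.005 and an absolute log2 fold change above 1. The test was run on simulated counts with 200 of 1500 windows changed by 2 on the log2 scale: at the dispersion of the data, a median of 0.150, edgeR recovered 92 of them with 0 false calls, and DESeq2 128 with 3 false calls.

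Zones were assigned by position. A window belonged to a pericentromere if it lay in the cluster of windows that holds the centromere or within 10kb of it, where gaps up to 5000 bases do not split a cluster, and to a subtelomere if it lay within 100kb of an end of chromosome I or II. Nucleation windows overlapped a nucleation feature by at least 50% of their length. At centromere II the features were the dark grey boxes of Fig 5D, read by eye to 1kb. At centromeres I and III they were stretches of at least 300 bases and 90% identity to those boxes found with BLAST 2.17.0, since the annotation does not mark dg and dh. At subtelomeres they were tlh1 and tlh2. The remaining windows of the same locations were spreading windows. Windows within 1kb of mei4, ssm4 or mcp7 were island windows. The MAT locus, the contig and the windows between rpp202 and emc3, was kept apart because cenH could not be placed.

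For each library, counts were summed over a zone, divided by the size factor and taken as log2, and spreading relative to nucleation was the log2 ratio of the 2 sums. Genotype means were compared by 2-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 2 and 0.333 for 2 against 2. With the 8 Clr6-related libraries pooled, it is 0.0222 against 2 libraries and 0.00606 against 3. The difference between clr3-D232N and each Clr6-related mutant was tested as a contrast of the edgeR fit. Principal components used variance-stabilized counts of the 500 most variable windows. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.

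The single windows named are, for each mutant, those with the lowest and highest log2 fold change among called windows outside a fixed list of loci (centromere II, both subtelomeres of chromosome II, MAT, the islands, tlh1 and tlh2), where every mutant library differed in the same direction from both wild-type libraries. The genes num1, mug8, mug9, swi6, cbm1 and SPAC8C9.04 fall outside this rule and were chosen after their values were seen. The tests, the rule and the alternatives were set before the data were examined, apart from some tests of pooled Clr6-related libraries. The plan did not name those of spreading relative to nucleation against wild-type. Nor did it name those of summed nucleation and island levels against clr3-D232N. The homology search and the separate treatment of MAT were settled once the annotation was at hand. The alternatives were the DESeq2 Wald test, other size factors (TMM or the total count on 5kb bins, TMM on windows), only the mutant and wild-type in the fit, the replicate letter as a block, an adjusted p below 0.05, no fold change threshold, leaving out the 25% of windows of lowest mean count, medians in place of sums, windows within 1kb of a nucleation border left out, each location alone, all windows or log2(normalized count + 1) for principal components, only bins that hold no filtered window, and each replicate left out in turn. Centromere II alone was added after seeing the data.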

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

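All tests of explanations in this part were chosen only after the results were seen. No group had from 4 to 10 samples, so single libraries were not tested for distance from their group.

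In clr3-D232N, spreading relative to nucleation moved in opposite directions at the 2 kinds of location. Against wild-type it fell by 1.51 on the log2 scale at subtelomeres and rose by 0.35 at pericentromeres, in every library against both wild-type libraries. The rise does not hold at each pericentromere: the differences were 0.79 at centromere I and 0.52 at centromere III, but -0.23 at centromere II, the pericentromere whose zones come from the paper's figure, with each library below both wild-type libraries. The difference between the locations was -1.86 (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 2 allow, so it could not pass 0.05). Windows that straddle a nucleation border were tested as a source: with windows within 1kb of a border left out, the difference was -2.38, so they do not account for it. The zones of centromeres I and III rest on homology, which was not tested as a source. Nucleation at subtelomeres rests on 39 windows of tlh1 and tlh2, of which 3 were called reduced, against 317 of 337 at pericentromeres. The sequence similarity of tlh1 and tlh2 was not tested, so the pattern cannot be told apart from shared reads there, and no biological explanation was tested.

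The paper used the 5kb bins for background and size factors. Among those that hold no filtered window, 9 were called reduced in Δfkh2, 32 in Δprw1, 33 in clr6-1 and 31 in clr3-D232N. Of these, 30 were shared by Δprw1, clr6-1 and clr3-D232N: 15 at subtelomeres, 13 in or around pericentromeres and 2 around MAT. The median level in the 30 bins was 2.53 and 1.89 times the median bin in the wild-type libraries and between 0.959 and 1.33 in the 11 mutant libraries. Lost DNA copies would put the mutants below background, and over all 30 bins the lowest mutant library lay at 0.959. In the 15 subtelomere bins alone it lay at 0.771, and the other mutant libraries between 0.807 and 1.10, so a partial loss of DNA at subtelomeres cannot be told apart from a loss of H3K9me2 there. The authors' filter on windows, at 1.7 times background, may explain why these bins hold no window, since the mean over all 13 libraries was 1.238. For the other bins, a candidate explanation is H3K9me2 beyond the filtered windows in wild-type that is lost in the mutants. Lower overall enrichment would not give this in clr6-1, whose windows held 68.4% and 70.3% of the fragments against 70.2% and 57.3% in wild-type, while its libraries lay at 1.01 and 0.976 in the 30 bins.

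The 5kb bin from 2935001 to 2940000 on chromosome I, which holds cbm1, had log2 fold changes of 1.95 in clr6-1 and 2.04 in clr3-D232N. It held 0.0849 to 0.215 times the median bin in the 8 libraries of wild-type, Δfkh2 and Δprw1 and 0.545 to 0.777 times in the other 5. DNA missing from the strains of the first 3 genotypes is a candidate explanation. No library reached the median bin, the highest being 0.777, but a gain of H3K9me2 from so low a level would also stay below it, so the 2 cannot be told apart. The neighbouring bins also varied over the 13 libraries, from 0.441 to 1.51 in the bin to the left and from 1.13 to 2.31 in the bin to the right. The inputs, which would decide this, were not analysed here, and no biological explanation was tested.

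Between 25 and 50kb from the ends of chromosome III, 4 of 10 bins were called increased in Δfkh2, 4 in clr6-1 and 2 in clr3-D232N, and 0 in Δprw1, where all 10 were higher at an unadjusted p below 0.05. In each of the 4 mutants, every library lay above both wild-type libraries in all 10 bins. The wild-type libraries lay between 0.421 and 0.769 times the median bin there, and the median over mutant libraries was 0.964. Lower DNA representation in the wild-type libraries, whose highest level was 0.769, is a candidate explanation for part of the increase. It does not account for all of it: in the bin that starts at 2430001 the lowest library of Δfkh2 and clr6-1 lay at 1.33, above the median bin, and in the bin from 25001 to 30000 the Δfkh2 libraries ranged from 1.02 to 2.05. No biological explanation was tested.

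Outside the loci that the paper discusses, windows over 3 genes or gene pairs were increased in clr3-D232N, with highest log2 fold changes of 1.51 at num1, 1.16 at mug8 and 1.27 at SPCC70.08c and mug9. At num1, 5 of 8 windows were increased in clr3-D232N, 5 were reduced in Δprw1, 1 in clr6-1 and 0 in Δfkh2. Under the other size factors and DESeq2 the lowest number of num1 windows increased was 5, but none of these settings lowers the fold changes noticeably, so the number could hardly fall. A scaling error between libraries was tested with the counts of the windows over those of the 2 neighbouring bins, a ratio that no size factor changes. The lowest clr3-D232N library exceeded the higher wild-type library in it by 0.62 on the log2 scale at num1, 0.74 at mug8 and 0.15 at SPCC70.08c and mug9, so scaling does not account for these increases. Extra DNA copies were tested with the 2 neighbouring bins, which held 1.03, 0.973 and 0.934 times the median bin in clr3-D232N at the 3 loci. A copy change of the gene alone would leave them at this level, so the pattern cannot be told apart from it. These loci may be islands that gain H3K9me2 in clr3-D232N.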

How the results depend on the processing

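All alternatives were chosen before the data were examined, except for spreading relative to nucleation at centromere II alone, which was chosen after seeing them. Of 638 alternative values for 74 results, 538 kept their direction and their side of the threshold, or stayed within 1.5 times the count. The cause of the changes below was not tested unless a value is given for it. Exact tests of 3 libraries against 2, or 2 against 2, cannot pass 0.05. For levels and ratios of single mutants against wild-type, only the direction could therefore change. Leaving out a wild-type or clr6-1 replicate leaves 1 library of that genotype, so no counts are given for it, and MAT alone gives no spreading relative to nucleation.

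Against size factors from the median of ratios on 5kb bins, scaling by the total count of the 5kb bins moved the median log2 fold change of all windows by 0.79 in Δfkh2, 0.64 in Δprw1, -0.09 in clr6-1 and 1.14 in clr3-D232N, and TMM on the 300bp windows moved it by 1.13, 1.50, 0.16 and 1.89. Both scale by counts that hold the heterochromatin itself. With the total count, the windows called reduced and increased became 373 and 146 in Δfkh2, 629 and 158 in Δprw1, 604 and 31 in clr6-1, and 796 and 295 in clr3-D232N, against 540 and 2, 725 and 1, 546 and 6, and 973 and 13. In Δfkh2, spreading windows fell to 268, MAT windows to 11, and nucleation windows rose from 32 to 74, and in clr6-1 MAT windows rose from 5 to 8. Windows reduced in all 3 Clr6-related mutants numbered 297 against 481, and 15 island windows were increased in clr3-D232N against 4. Compared with Δprw1, clr3-D232N then had 100 windows lower and 180 higher, with 50 nucleation windows lower. Compared with Δfkh2 it had 36 nucleation windows lower, and compared with clr6-1, 333 windows higher.

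With TMM on the 300bp windows, the windows called reduced and increased were 236 and 252 in Δfkh2, 405 and 312 in Δprw1, 532 and 142 in clr6-1, and 468 and 386 in clr3-D232N. Spreading windows reduced were 191 in Δfkh2, 365 in Δprw1 and 317 in clr3-D232N. Nucleation windows reduced were 3 in Δprw1 and 80 in clr3-D232N. MAT windows reduced were 7 in Δfkh2 and 18 in Δprw1, and 13 island windows were reduced in Δfkh2. All 25 island windows were increased in clr3-D232N, and 211 windows were reduced in all 3 Clr6-related mutants.

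With the DESeq2 Wald test, nucleation windows reduced in Δfkh2 rose to 75, windows increased were 12 in Δprw1 and 17 in clr6-1, 1 bin of 5kb was increased in Δprw1, and 1 nucleation window was lower in clr3-D232N than in Δprw1. With TMM on the 5kb bins every count stayed within 1.5 times. With only the mutant and wild-type in the fit, Δfkh2 had 58 windows reduced, of which 40 were spreading windows, 13 island windows, 1 a MAT window and 0 nucleation windows, a zone in which 257 windows were lower at an unadjusted p below 0.05 in the fit of all genotypes. The windows reduced in all 3 Clr6-related mutants then numbered 57, and 33 were increased in clr6-1. In such fits 708 windows were reduced in Δprw1 and 1044 in clr3-D232N.

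With an adjusted p below 0.05, nucleation windows reduced rose to 239 in Δfkh2 and 56 in Δprw1, and MAT windows reduced to 41 and 73. Windows reduced in Δfkh2 numbered 851, and windows increased numbered 23 in Δprw1, 30 in clr6-1 and 20 in clr3-D232N. Without a fold change threshold every count stayed within 1.5 times. Without the 25% of windows of lowest mean count, 0 windows were increased in Δfkh2 and 0 in Δprw1, 3 in clr6-1 and 4 in clr3-D232N, where 2 island windows were increased. The windows higher at an unadjusted p below 0.05 with all windows numbered 2 in Δfkh2, 94 in Δprw1, 149 in clr6-1 and 36 in clr3-D232N.

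The replicate letters were tested as a block. Deviations from the genotype mean correlated with a mean r of 0.0496 over 22 pairs of libraries with the same letter and -0.0254 over 45 pairs with different letters. This correlation across windows does not see a shift of a whole library: replicate B had the highest summed nucleation and spreading levels in wild-type, Δfkh2, Δprw1 and clr6-1, and replicate C in clr3-D232N. Against the wild-type replicate of the same letter, the nucleation level of Δprw1 differed by -0.42 (B) and -1.12 (C) and that of Δfkh2 by -1.41 and -1.67, so pairing by letter cannot be excluded. With the replicate block, nucleation windows reduced in Δfkh2 were 191, windows increased were 13 in Δprw1, 16 in clr6-1 and 20 in clr3-D232N, and 4 nucleation windows were lower in clr3-D232N than in Δprw1. Windows reduced were 719 in Δfkh2 and 734 in Δprw1.

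Leaving out 1 library at a time, windows reduced ranged from 364 to 949 in Δfkh2, 656 to 1130 in Δprw1 and 778 to 880 in clr3-D232N. Nucleation windows reduced ranged from 2 to 241 in Δfkh2, 8 to 333 in Δprw1 and 170 to 243 in clr3-D232N, and spreading windows reduced from 328 to 575, 570 to 645 and 498 to 518. MAT windows reduced ranged from 8 to 78 in Δfkh2 and 27 to 86 in Δprw1. Windows increased in Δprw1 ranged from 0 to 10, island windows increased in clr3-D232N from 2 to 4 and island windows reduced there from 0 to 1. The island level of clr3-D232N minus wild-type ranged from -0.29 to 0.41. Bins of 5kb reduced in Δfkh2 ranged from 44 to 89, and bins increased from 2 to 5 in Δfkh2 and 0 to 3 in Δprw1. In Δfkh2 and Δprw1 the highest counts came without replicate B, the replicate with the largest share of counts in windows. The cause was not tested.

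Spreading relative to nucleation reversed in 3 cases. In Δfkh2 the difference from wild-type was 0.10 over all locations, -0.54 with the median of windows in place of sums, and -0.75 at subtelomeres alone. In clr3-D232N it was -0.26 over all locations and 0.35 at pericentromeres alone. For Δprw1 and clr6-1 it stayed negative under every alternative, from -2.37 to -0.99 and from -3.27 to -0.79. At centromere II alone it was 0.17 in Δfkh2 and -0.23 in clr3-D232N. Among principal components, clr3-D232N had 3 libraries on the Clr6 side of wild-type on PC2 with log2(normalized count + 1), against 0 with variance-stabilized counts and 0 with all windows. Of the 5kb bins, those that hold no filtered window made up 9 of 59 reduced bins in Δfkh2, 32 of 105 in Δprw1, 33 of 92 in clr6-1 and 31 of 98 in clr3-D232N, and 2 of 4, 3 of 6 and 2 of 4 increased bins in Δfkh2, clr6-1 and clr3-D232N. Of 71 alternative values for the single windows named, 68 stayed called in the same direction, and 3 were no longer called, all for the window of chromosome III from 24901 in Δprw1.

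The dispersion between replicates limits the calls. On simulated counts with the dispersion of these data, edgeR recovered 46% of 200 windows changed 4-fold and DESeq2 64%, and with a dispersion of 0.05 they recovered 100% and 99%. A window that was not called can therefore hold a change of this size.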

Differences from the paper's values

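No value compared with the paper's differed by more than 1.5 times, but few were compared. From the paper's text it was only the number of filtered windows, 1500, which the authors' counts fix in advance. The paper's numbers of called windows by category and their overlap, in S12I and S12J Fig, were not compared. At the islands, the number of called windows was read from the figure. At ssm4 it is about 8, 8 and 9 in Fig. 5H, read by eye, for Δfkh2, Δprw1 and clr6-1, against 7, 7 and 8 here, and at mcp7 it is about 8 in Fig. 5I, read by eye, for each, against 7, 8 and 7. The DESeq2 Wald test gave 8, 8 and 9 at ssm4 and 8, 8 and 8 at mcp7.

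The paper reports that H3K9me2 rose at islands in clr3-D232N. Here 4 of 25 island windows were called increased. By island, the called windows numbered 0 at mei4, 1 at ssm4 and 3 at mcp7, the same as in Fig. 5G to 5I, read by eye. The calls therefore match the figure, while the summed island level was only 0.061 above wild-type on the log2 scale (2-sided exact permutation test, p = 0.8). With the total count of the 5kb bins 15 windows were called increased, and with TMM on the 300bp windows 25.

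The paper reports that nucleation sites change little in the Clr6-related mutants. In Δfkh2, 32 of 376 nucleation windows were called reduced, but their median log2 fold change was -1.86, below the -1.68 of the spreading windows. Spreading relative to nucleation was 0.10 above wild-type over all locations (2-sided exact permutation test, p = 0.6). At subtelomeres alone the difference was -0.75, with each Δfkh2 library below both wild-type libraries (p = 0.1 by the same exact test, the smallest possible).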

Other observations

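All tests of explanations in this part were chosen only after the results were seen.

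In Δfkh2 at pericentromeres, nucleation and spreading windows fell alike, and spreading relative to nucleation was 0.24 above wild-type. A lower overall ChIP enrichment of these libraries would give a ratio at or above that of wild-type, so at pericentromeres the loss cannot be told apart from it. At subtelomeres the ratio was -0.75 relative to wild-type, with each Δfkh2 library below both wild-type libraries, which overall enrichment alone would not give. In clr3-D232N, lower enrichment alone would lower the islands along with the nucleation windows, but the island level was 0.061 above wild-type. A gain of H3K9me2 at islands, which the paper reports, could offset lower enrichment. A part of lower enrichment in the loss at nucleation therefore cannot be ruled out. Reads shared between copies of the repeats were not tested as a source.

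Mirrored windows of the inverted repeats at the ends of the mating type contig differed by a median absolute log2 ratio of 0.13 over 6 pairs, against 1.00 over 25 inner pairs. Reads shared between the repeats may therefore explain why windows at both ends of the contig were reduced in Δprw1, and the 2 ends cannot be told apart.

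The 3 windows over swi6 were called reduced in Δfkh2 (2 windows), Δprw1 (2) and clr3-D232N (3). The mean normalized count there was 719 in one wild-type library and 147 in the other, while the mutant libraries ranged from 143 to 345. The higher wild-type library alone is a candidate source of these calls, since the lower one, at 147, lay within the range of the mutants.

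For the contrasts of 3 libraries against 3, other splits of the same 6 libraries were fitted. Against Δfkh2, 443 windows were called for clr3-D232N, and 1 of the 4 splits that part all 3 same-letter pairs, the real one, gave as many. Against Δprw1, 155 windows were called, and again 1 of the 4 splits did. Over all 10 splits, the highest count apart from the real ones was 1 and 0. The other 6 splits part 1 same-letter pair. With so few splits the share could not fall under 0.05.

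The 127 windows over Tf2 elements had no calls in any mutant, with median log2 fold changes of 0.11 in Δfkh2, 0.31 in Δprw1, 0.74 in clr6-1 and 0.51 in clr3-D232N. The 3 windows over SPAC8C9.04, on chromosome I from 3647401 to 3648300, were reduced in Δfkh2, Δprw1 and clr6-1, with medians of -1.30, -1.90 and -1.72, and in clr3-D232N the median was -0.13 with 0 called.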
